# MicroRNA profiling identifies a novel compound with antidepressant properties

**DOI:** 10.1371/journal.pone.0221163

**Published:** 2019-08-23

**Authors:** Stacy L. Sell, Deborah R. Boone, Harris A. Weisz, Cesar Cardenas, Hannah E. Willey, Ian J. Bolding, Maria-Adelaide Micci, Michael T. Falduto, Karen E. O. Torres, Douglas S. DeWitt, Donald S. Prough, Helen L. Hellmich

## Abstract

Patients with traumatic brain injury (TBI) are frequently diagnosed with depression. Together, these two leading causes of death and disability significantly contribute to the global burden of healthcare costs. However, there are no drug treatments for TBI and antidepressants are considered off-label for depression in patients with TBI. In molecular profiling studies of rat hippocampus after experimental TBI, we found that TBI altered the expression of a subset of small, non-coding, microRNAs (miRNAs). One known neuroprotective compound (17β-estradiol, E2), and two experimental neuroprotective compounds (JM6 and PMI-006), reversed the effects of TBI on miRNAs. Subsequent *in silico* analyses revealed that the injury-altered miRNAs were predicted to regulate genes involved in depression. Thus, we hypothesized that drug-induced miRNA profiles can be used to identify compounds with antidepressant properties. To confirm this hypothesis, we examined miRNA expression in hippocampi of injured rats treated with one of three known antidepressants (imipramine, fluoxetine and sertraline). Bioinformatic analyses revealed that TBI, potentially via its effects on multiple regulatory miRNAs, dysregulated transcriptional networks involved in neuroplasticity, neurogenesis, and circadian rhythms- networks known to adversely affect mood, cognition and memory. As did E2, JM6, and PMI-006, all three antidepressants reversed the effects of TBI on multiple injury-altered miRNAs. Furthermore, JM6 reduced TBI-induced inflammation in the hippocampus and depression-like behavior in the forced swim test; these are both properties of classic antidepressant drugs. Our results support the hypothesis that miRNA expression signatures can identify neuroprotective and antidepressant properties of novel compounds and that there is substantial overlap between neuroprotection and antidepressant properties.

## Introduction

Major depressive disorder (MDD) is the most common psychiatric disorder encountered after a traumatic brain injury (TBI) [1]. Prevalence rates for depression after TBI are from 20–80% with the overall average at 31% compared to 8–10% for the general population [2]. This increase in prevalence starts early after injury, remains elevated for an extended period, and does not necessarily correlate with severity of injury. The presence of depression-like symptoms is associated with worse outcomes in the first six months [3], and out to seven years after injury [4]. Impaired psychosocial function is documented from 1–3 years after even a mild TBI [5], including increased aggression and suicidal thoughts [6, 7].

Although more than five million survivors of TBI live with chronic disability, and co-morbid depression undermines rehabilitation efforts, little evidence is available to guide treatment of depression after TBI; studies are few with mixed results [8]. Antidepressants are considered off-label for depression in TBI patients [9] and some are associated with adverse effects; for instance, tricyclic antidepressants (TCAs) increase the risk of seizures [10]. However, there are some encouraging reports. Two studies of patients with TBI and depression demonstrated clinical effectiveness using desipramine, a TCA [11], and sertraline, a selective serotonin-reuptake inhibitor (SSRI) [12]. Nonetheless, the paucity of treatments for TBI and/or depression attests that research to develop new treatments should be a high priority.

In genome-wide expression profiling studies, we found that TBI altered the expression of small, noncoding microRNAs (miRNAs) that are associated with genes related to neuronal homeostasis and psychiatric disorders such as depression [13, 14]. Since miRNAs can inhibit gene translation by binding to 7-base-pair seed regions, a single miRNA can bind to and regulate the expression of hundreds of genes which contain that binding site, suggesting that the translation of hundreds of genes can be modulated by a single miRNA [15]. Many of these miRNAs act as master molecular switches to turn on or off entire genetic programs [16, 17]. Studies showing that TBI alters miRNA levels in humans [18] and that miRNAs such as miR-134 can regulate the size of dendritic spines and potentially, synaptic plasticity [19], suggest that recovery of function after TBI may be facilitated by therapeutic modulation of miRNAs.

MicroRNAs and their associated gene targets are dysregulated in Huntington’s disease (HD), [20, 21]. In a transgenic mouse model of HD, a novel compound, 2-(3,4-dimethoxybenzenesulfonylamino)-4-(3-nitrophenyl)-5-(piperidin-1-yl)methylthiazole (JM6), prevented synaptic loss and behavioral deficits by decreasing microglial activation (neuroinflammation) and glutamate levels while increasing levels of kynurenic acid (KYNA) in the brain [22]. Because inflammation is a hallmark of neurodegenerative diseases [23], our interest in JM6 originally stemmed from its anti-inflammatory properties. However, dysfunction of the kynurenine pathway is implicated in major depression [24] and KYNA was shown to be neuroprotective after TBI in rats [25]. Thus, JM6 appeared to possess anti-inflammatory, neuroprotective and antidepressant properties, making it an ideal therapeutic candidate.

Here, we initially set out to test the hypothesis that diverse neuroprotective compounds act on a common set of molecular targets. We found that JM6, 17β-estradiol (E2), and PMI-006 produced similar hippocampal miRNA expression profiles after injury, and *in silico* analysis suggested that the miRNAs altered by these drugs regulate genes involved in depression. Thus, we further hypothesized that these drug-induced miRNA expression profiles predicted antidepressant effects. We tested this hypothesis by investigating the post-TBI hippocampal miRNA expression profile of three clinically used antidepressants, and testing JM6 in the forced swim test. Our results suggest that novel drug compounds with neuroprotective and/or antidepressant properties can be identified by their miRNA expression profiles (Fig 1A).

**Fig 1:**
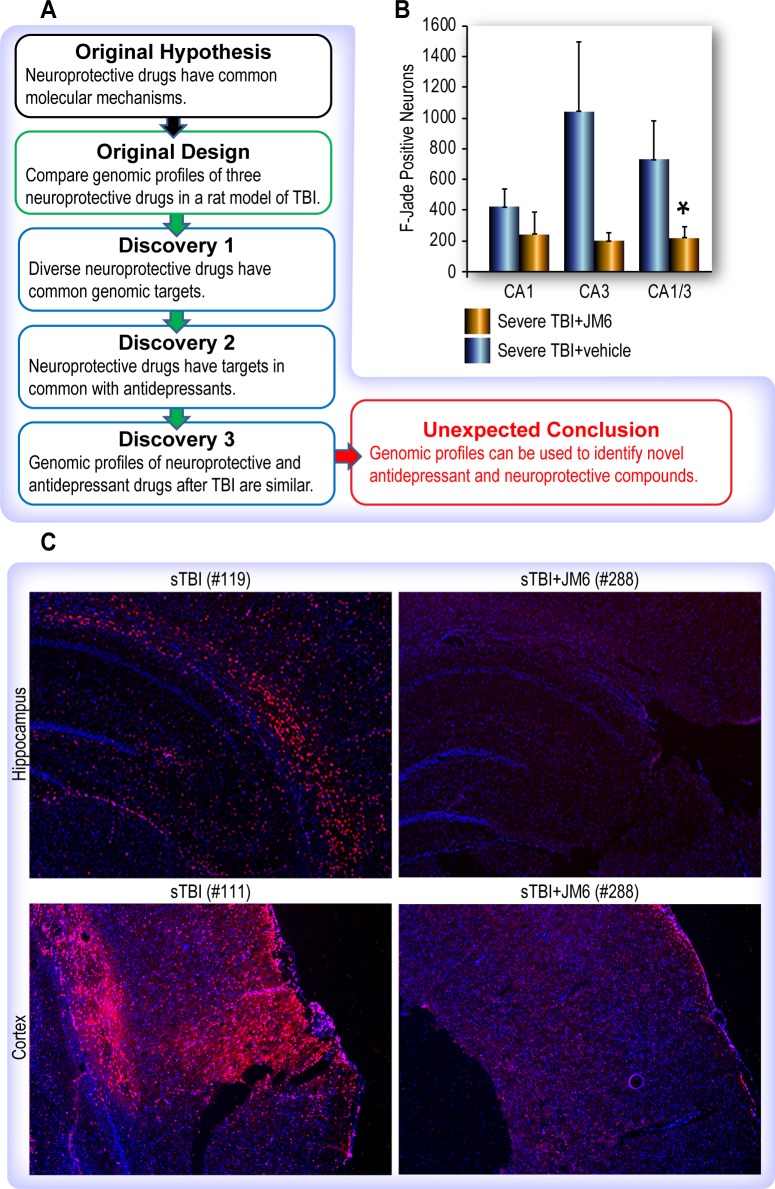
Schematic of experimental workflow and pilot studies. (A) The original hypothesis that diverse drugs with neuroprotective properties share common molecular mechanisms was validated by analysis of genome-wide microRNA expression profiles induced by three different drugs in rat brains after TBI. Unexpectedly, we found these microRNA profiles to be similar to those induced by antidepressant drugs. (B) Stereological assessment of neuronal injury after JM6 treatment reveals neuroprotective effect of JM6. JM6 treated rats had reduced numbers of FJC+ neurons in the CA1 (p = 0.19) and CA3 (p = 0.07) sub-regions of the hippocampus. The overall average (CA1 and CA3 taken together) was significantly different *p = .038 vs untreated. (C) Immunohistochemistry using CD11b (OX-42) shows JM6 reduced microglial activation after TBI. Increased microglial activation after TBI (left) is ameliorated by treatment with JM6 (right) in the rat hippocampus (upper) and cortex (lower). Note, in sham-injured brains (not shown), staining was undetectable.

## Methods

### Animals

Adult male Sprague-Dawley rats (300–400 g) were obtained from Charles River Laboratories (Wilmington, MA), housed two per cage with food and water ad libitum, and maintained at a constant temperature (21^o^ – 23°C) and humidity (40–60%) with lights on 06:00–18:00. Rats were anesthetized with 4% isoflurane and prepared for parasagittal fluid-percussion TBI as previously described [26]. All experiments were conducted in accordance with the National Institutes of Health’s *Guide for the Care and Use of Laboratory Animals*, *Eighth Edition* (National Research Council, 2011) and approved by the Institutional Animal Care and Use Committee of the University of Texas Medical Branch, Galveston, Texas.

### Pilot study of neurodegeneration: Fluoro-Jade C staining and stereological counting

Rats (n = 3/group) received either JM6 (400mg/kg) or vehicle (sterile water, 1 ml) by oral gavage, one hour after injury. Twenty-four hours after injury, brains were removed and frozen on dry ice. Coronal sections (25 um) were cut on a cryostat with every fifth section collected on a plus slide. Sections were stained with 0.0001% Fluoro-Jade C, a marker of injured, degenerating neurons and counter stained with 1% cresyl violet. Fluoro-Jade-C positive (FJC+) neurons in the CA1-CA3 regions of the hippocampus were counted using Stereo-Investigator software (Version 9, MBF Bioscience, Williston, VT). Total number of injured neurons was calculated using the Optical Fractionator probe (MBF Bioscience). Parameters for counting FJC+ neurons were: intervals (x = 400; y = 400) with a counting frame (x = 400 μm; y = 400 μm) superimposed on the tissue section image. This procedure sampled 100% of all FJC+ neurons. An average number of 50 sections were counted in each treatment group. The total number of injured neurons estimated in each treatment group was compared to the total number of injured neurons estimated in each control group and an untreated TBI group.

### Pilot study of neuroinflammation: Immunohistochemistry for assessment of microglial activation

A marker of microglial activation, an antibody to CD11b (OX-42), was used to identify areas of inflammation in the rat brain. Three groups of rats (n = 3/group) were used to assess the effects of JM6 on TBI-induced inflammation in the hippocampus using immunohistochemistry: 1) TBI; 2) SHAM; 3) TBI + JM6. Rats were prepared and treated as above. Twenty-four hours after injury, rats were perfused with 4% paraformaldehyde, brains collected and 10-μm frozen sections were cut on a cryostat. Sections were then incubated overnight with a primary antibody (mouse anti-CD11b; 1:2000, BD Biosciences, San Jose, CA). The following morning, sections were rinsed and then incubated with a secondary antibody (Alexa 594 goat anti-mouse; 1:400, Life Technologies, Grand Island, NY) at ambient temperature, and then mounted with DAPI (marker of nuclei) for imaging. An Olympus BX51 Fluorescent Microscope was used to visualize the hippocampal formation and surrounding cortical regions.

### Microarray analysis of neuroprotective compounds after TBI

Rats (N = 18) were divided into six treatment groups (n = 3/group): 1) Naïve (no injury and no treatment; 2) SHAM (anesthetized and prepared for TBI but uninjured); 3) TBI (anesthetized and received FPI injury as described above); 4) TBI + JM6 (400 mg/kg); 5) TBI + PMI-006 (250 mg/kg); and TBI+ estradiol (33 ug/kg, IP). Twenty-four hours after injury or equivalent, rats were anesthetized again with isoflurane, brain tissue was collected and the hippocampus was isolated. Total RNA was extracted, purified from hippocampal tissue using Ribopure kit (Ambion), quantified by UV spectrophotometry (OD 260/280) and RNA quality was assessed using an Agilent Bioanalyzer, RNA integrity (RIN) values were greater than 9 for all samples. Gene expression (GE, Agilent Rat v3 GE 4x44K) and miRNA (Agilent miRNA 8x15K) arrays were performed as described in Rojo et al., [13] and Boone et al., [14]. Data was analyzed with Agilent Feature Extraction and GeneSpring GX v7.3.1 software packages (Agilent Technologies, Santa Clara, CA). To compare individual expression values across arrays, raw intensity data from each gene or miRNA was normalized to the 75th percentile intensity of probes above background on each array. Genes or miRNAs with values greater than background intensity in all replicates of at least one condition were filtered for further analysis. Differentially expressed genes or miRNAs were identified with T-test p-values < 0.05 and fold change > 1.2 fold. It is our standard practice to not report a false discovery rate (FDR) because any Multiple Testing Correction (MTC) algorithm will severely limit the number of probes that appear to be differentially expressed (creating false negatives). 

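The gene expression arrays analysed here came from 16 rats, and 22827 probes were above background in all replicates of at least 1 group. With the methods' t-test (unadjusted p under 0.05 and more than 1.2-fold), 14239 of these probes passed in TBI+JM6 vs. TBI, 11947 in TBI+PMI-006 vs. TBI and 13893 in TBI+E2 vs. TBI. The same criteria passed 3060 probes in TBI vs. Sham, 3173 in TBI vs. Naïve and 3631 in Sham vs. Naïve. After Benjamini-Hochberg adjustment of these p-values, at an adjusted p under 0.05 and without a fold limit, the counts were 11872, 8109 and 10055 for JM6, PMI-006 and E2 vs. TBI. For TBI vs. Sham and TBI vs. Naïve 1 probe each was left, and for Sham vs. Naïve 0, where limma, which estimates the spread of a probe from all groups together, called 1841 probes after the same adjustment. Welch's t-test, which lets the spread differ between the groups, left 6676, 2210 and 3422 probes for the 3 drugs vs. TBI after adjustment and 0 for each of the comparisons among TBI, Sham and Naïve rats. Before adjustment, Welch's t-test passed 2233, 2347 and 2580 probes at more than 1.2-fold in TBI vs. Sham, TBI vs. Naïve and Sham vs. Naïve, and after adjustment limma called 2166 and 1078 probes in the first 2 of these.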

MTC upsets the balance between false positives and false negatives necessary in analyzing microarray data. MTC essentially adjusts the p-values while keeping the rank order of probes intact. Using the combination of quality probe filtering, fold change filtering, and a moderate p-value is a better balance of false positives and false negatives. In support of this, the US FDA sponsored MAQC study concluded that there is better reproducibility when genes are ranked on fold change with a non-stringent p-value cutoff rather than p-value alone (Shi L., et al., Nature Biotechnology, 24:9, p1151-1161, 2006, see page 1158 1st full paragraph). Gene and miRNA microarray data has been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (Accession numbers: GSE59645, GSE59646, GSE115614).

### Bioinformatic analyses with Ingenuity Pathway Analysis and Qlucore Omics Explorer

Fold change ratios that had significant *P*-values for TBI+JM6 vs. TBI genes and miRNA transcripts from Agilent rat microarray results were imported into Ingenuity Pathway Analysis(IPA) software (QIAGEN Bioinformatics). In this comparison, 1,270 mRNA probes for TBI >2 fold vs sham and 33 miRNA probes for TBI >1.2 fold vs sham, mapped to the IPA database. Of these, 25 TBI and/or JM6 affected miRNAs regulate (i.e. potentially suppress expression of) 518 TBI-associated mRNAs. 

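Of the mRNA probes, 1246 changed more than 2-fold in TBI vs. Sham with an unadjusted p under 0.05 in the methods' t-test, 504 of them higher and 742 lower in TBI. The count covers 3 TBI and 2 Sham rats and all tested probes, whether or not they map to the IPA database. Adjustment of the p-values moved it most, to 1 probe. Without the TBI replicate 1 it was 2154, and without the TBI replicate 3 it was 582. The split by direction depended on the processing. Under quantile normalization 558 probes were higher and 498 lower in TBI, and with scaling to the E1A control spots 1098 and 350. Falls stayed more frequent with a normexp background correction (145 higher and 156 lower) and with a GC trend removed (579 and 689). The TBI arrays lay on 1 slide and the Sham arrays on another. The genes with the largest measured rise among the probes called by limma were Ccl2, Lcn2, Serpina3n, Ccl7 and Spp1, with log2 fold changes of 7.39, 7.36, 7.13, 7.00 and 6.27. Ccl2, Serpina3n and Ccl7 were each above background on 1 of the 2 Sham arrays, so their values rest partly on background signal. The probe of Ccl2, a chemokine gene, lies on chromosome 10 of rn4 from 70257919 to 70257978. Its log2 fold change had a standard error of 0.98 and a limma adjusted p of 0.00504, and it was above background on all 3 TBI arrays and on 1 of the 2 Sham arrays. With each rat left out in turn it stayed between 6.19 and 8.58. The genes chosen for their measured fall were Car3 (-4.69, above background on 1 of the 3 TBI arrays), Hes5 (-3.60, on 2 of the 3), Esyt3, Lmnb2 and Adcy1. The last 3 were above background on no TBI array, so their signal in TBI gives only a bound, by which they cannot be ranked: they were at least 2.81-fold, 4.22-fold and 3.13-fold lower than in Sham. These 10 genes were chosen among probes whose TBI and Sham arrays did not overlap, so leaving out a rat could not reverse them. The filters, the t-tests and limma on the 2 groups alone leave their fold change as it was. Under the other alternatives in which they were tested they kept their direction. By limma 10 of 10 were no longer called on the TBI and Sham arrays alone. With the slide as a fixed block 9 of 10 were no longer called, and 9 of 10 with a normexp background correction. The number was 2 under quantile normalization and 1 with scaling to the E1A control spots, an alternative chosen after seeing the data. Welch's t-test no longer passed 6 of 10 and the methods' t-test 1. With each rat left out in turn, 13 of 50 results fell short.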

Top canonicals pathways in immune response, disease signaling, and nervous system signaling enriched in these 518 genes are reported. Qlucore Omics Explorer (QOE, Qlucore, Lund, Sweden), a bioinformatics software platform (based on R) that allows a dynamic and interactive visualization of multivariate data by projecting high dimensional data down to lower dimensions, was used for principal component analysis.

### Microarray analysis of antidepressant effects in TBI

Rats were surgically prepared, treated with an antidepressant or vehicle (N = 3/group), brain tissue collected and whole genome microarray analyses were performed as described above (see *Microarray analysis*). All three antidepressants (fluoxetine, imipramine, and sertraline) were given at a dose of 10 mg/kg, i.p., one hour after injury or sham-injury. Tissue was collected 24 h after injury or sham-injury.

### Forced swim test (FST)

The FST was validated, prior to testing the antidepressant efficacy of JM6, using the antidepressant imipramine (15 mg/kg IP). Male Sprague-Dawley rats (300–350 g) received either imipramine (n = 5) or vehicle (n = 6) 24, 5 and 1 h prior to the test swim. For the JM6 experiment, Rats received two weeks of daily oral gavage with vehicle (n = 9) or JM6 (100 or 200 mg/kg; n = 10) [22], prior to the test swim. The FST was conducted as described in Sell et al., (2008) [27]. Rats were first introduced to the swim cylinder for 15 min, and 24 h later, subjected to a video-recorded 5 min test session. Videos were scored by three treatment-blind observers to quantify swimming, climbing and immobility, as described by Lucki [28]; the predominant behavior was noted during each of 60 five second intervals. From these scores, the latency to adopting immobility posture was measured by counting the 5 second bins until the first bin in which immobility was recorded.

### Statistical analysis

Stereological counts of FJC+ neurons were analyzed using a Student’s t-test comparing two groups: JM6 treated vs. untreated. For IPA analyses, comparisons had to pass a t-test *P*-value cutoff of 0.05. Core analyses were conducted on the 518 genes that were differentially expressed in TBI+JM6 vs. TBI and targeted by a miRNA differentially expressed in the opposite direction in the same samples. For the FST, mean scores for each behavior were calculated and analyzed using a one-way analysis of variance (ANOVA).

## Results

### Pilot studies

To validate the neuroprotective effects of JM6 prior to molecular analysis, we tested it using the fluid-percussion model of brain injury in two pilot studies. First, we assessed neurodegeneration in the rat hippocampus after injury with and without JM6 treatment using stereological quantification of FJC+ neurons in the CA1/2 and CA3 sub-regions. Reduced numbers of dying neurons throughout the CA1/2 and CA3 regions of the hippocampus were observed in the JM6 treatment group (Fig 1B).

Second, we performed immunohistochemical analysis of TBI brains using CD11b (OX-42), a marker of microglial activation which is an indicator of neuroinflammation. Treatment with JM6 reduced microglial activation 24 hours after injury in both the hippocampus and cortex (Fig 1C). Taken together, evidence from these two pilot studies support the conclusions drawn from previous studies that JM6 has neuroprotective properties that are manifested through reduced neuronal injury and neuroinflammation.

### MicroRNA expression profiling and principal component analysis (PCA) of rat hippocampus reveals similar expression profiles in neuroprotective drug-treated rats

Previously, we demonstrated that PMI-006 decreased FJC+ staining and reduced microglial activation in rats after TBI [29] and the neuroprotective properties of E2 are established (for review, see Engler-Chiurazzi et al., 2016 [30]). MicroRNA microarray profiling of naïve, sham-injured, TBI or TBI plus drug treatments (JM6, E2 or PMI) revealed that all three neuroprotective drugs restored TBI induced miRNA profiles to sham-injury patterns (Fig 2A). For instance, the heatmaps show that all three drugs restored sham-control expression levels of miR-212.

**Fig 2:**
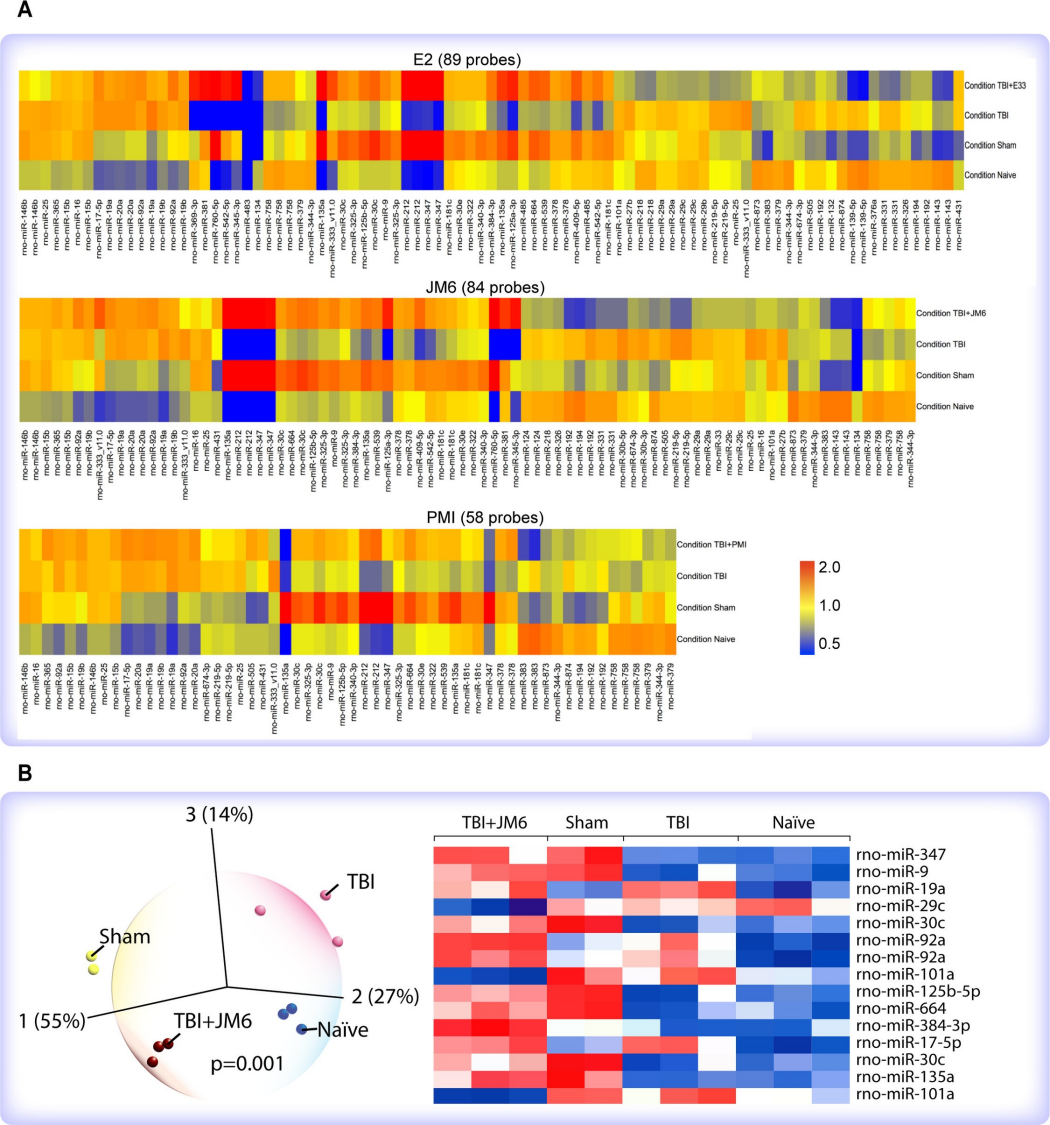
Agilent microRNA microarray analysis. (A) Heatmaps of genome-wide miRNA profiles of control and TBI rats with and without treatment with either E2 (upper), JM6 (middle) or PMI-006 (bottom), demonstrated that after TBI, each drug restored miRNA expression profiles to patterns that are similar to sham-injured (no TBI) rats. (B) Dynamic principal component analysis (PCA; left) and hierarchical clustering (right) in Qlucore Omics Explorer showing that injured rats treated with JM6 exhibit miRNA expression patterns that resemble those of sham-injured rats. PCA shows that Naïve, Sham, TBI and TBI+JM6 are all distinguishable one from another.

Qlucore Omics Explorer 3.4 (Qlucore AB, Lund, Sweden) uses dynamic principal component analysis (PCA) based on a powerful statistical platform (R) to allow visualization of multidimensional data and test hypotheses about significant differences among experimental groups. Principal component analysis confirmed our hypothesis that injured rats treated with JM6 (TBI+JM6), were more similar to naïve and sham-injured rats than to injured rats (TBI) (Fig 2B, left). Hierarchical clustering shows the TBI+JM6 group to be more similar to Sham than to TBI (Fig 2B, right).

### JM6 affects pathways linked to neurogenesis/neurodegeneration and depression

Since JM6 was originally investigated as a potential therapy for HD, we chose the HD pathway for analysis (Fig 3A). 

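Hippocampal RNA from 16 rats had been hybridized to single-colour Agilent rat gene expression arrays, 1 rat per array. The arrays are those of 3 Naïve, 2 Sham and 3 TBI rats, and of 3 TBI+PMI-006 (250 mg/kg), 3 TBI+JM6 (400 mg/kg) and 2 TBI+E2 (33 ug/kg) rats, with tissue collected 24 h after injury or sham injury. The authors deposited the scanner's intensity of each spot after subtraction of the background, and a matrix with 1 ratio per probe and array. The intensities of 42877 non-control spots were averaged over the spots of each probe, of which 28977 had 1 spot and 1390 had 10. As the methods describe, each array was scaled to the 75th percentile of its probes above background, and probes above background in all replicates of at least 1 group were kept. Differences on the log2 scale were tested with limma in 1 fit over all arrays, with 10 residual degrees of freedom, and probes with a Benjamini-Hochberg adjusted p under 0.05 were called changed. For a gene with several probes, the values are those of the probe with the highest mean signal.  The arrays were scanned in 2 sessions, the 8 Naïve, Sham and TBI arrays in the first and the 8 arrays of drug-treated rats in the second. A difference between a drug group and TBI, Sham or Naïve rats therefore cannot be told apart from a difference between the sessions. On the arrays of the first session 16282 to 18245 probes were well above background, and on those of the second 20259 to 24984. The 75th percentile of the probes above background was 1307 to 1621 intensity units in the first session and 1246 to 2058 in the second, whereas over all probes it was 472.8 to 579.6 and 825.1 to 1113. After the methods' scaling, the median log2 fold change of all tested probes in TBI+JM6 vs. TBI was 0.99. With the 75th percentile taken over all probes it was 0.21, and with quantile normalization, which gives every array the same distribution, it was 0.00. In TBI+JM6 vs. TBI 15989 probes were called, 15949 higher and 40 lower in JM6-treated rats. A normexp background correction moved this count most, to 4923, and quantile normalization gave 6194, with 3162 higher and 3032 lower.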

In hippocampi of TBI rats, JM6 treatment downregulated the expression of calpain and caspase, two genes involved in apoptotic cell death [31, 32] and upregulated *Akt*, a pro-survival gene [33].

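Calpain and caspase are families of proteases, and Akt is a family of kinases. The text does not name the members measured. Of the rat genes named Capn with a number, 9 could be tested, while Capn9, Capn11 and Capn13 were too dim. With the methods' scaling, their median log2 fold change in TBI+JM6 vs. TBI was 0.84, with 8 genes higher and 1 lower. Relative to the median of all probes on the same arrays it was -0.16. In limma's fry test, two-sided, which tests the change of the genes against 0, the adjusted p over the 3 gene families tested was 0.000277 (unadjusted 9.25e-05). Capn3, Capn8 and Capn12 were above background on no TBI array, and with these set to their lower bound, or to 0 for Capn8, which has none, the median was 0.42. Under quantile normalization the median of the calpain genes was -0.18 and 6 of 9 were lower, Capn3 among them, with an adjusted p of 0.0849, while their mean was 0.05. The authors' matrix follows one distribution on all arrays. In it the median was -0.18 and 6 of 9 were lower (fry, adjusted p = 0.069), which is the direction that the paper states. Over the alternatives the adjusted p ranged from 2.56e-05 to 0.606.

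Of the caspase genes, 9 could be tested and Casp14 was too dim. Their median log2 fold change was 0.58, with all 9 at or above 0 (limma's fry against 0, adjusted p = 0.00187, unadjusted 0.00125). Relative to all probes the median was -0.42. Under quantile normalization the median was -0.49, with 7 of 9 lower (adjusted p = 0.048), among them Casp12, which was above background on no TBI array. In the authors' matrix the median was -0.45, with 7 of 9 lower (fry, adjusted p = 0.0543), again the direction that the paper states. Over the alternatives the adjusted p ranged from 0.000127 to 0.732. In camera with an estimated correlation between genes, which compares a family with all other probes, neither was called, and both adjusted p-values were 0.496. Capn2 had a log2 fold change of 0.42 (standard error 0.26), and -0.18 under quantile normalization, and its second probe of 1.02 and 0.36.

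The probe of Akt1 lies on chromosome 6 of rn4 from 137641146 to 137641205. Its log2 signal was 0.58 ± 0.15 (SD, n = 3) in TBI+JM6 and -0.70 ± 0.15 (SD, n = 3) in TBI rats. The log2 fold change of 1.28 had a standard error of 0.14 and a limma adjusted p of 1.6e-05, and it was 0.59 under quantile normalization. Removing a trend with probe GC content, a correction chosen after seeing the data, moved it most, to 0.19, with a limma adjusted p of 0.252. This correction also moves the median change of all probes to -0.02, so the lower value of Akt1 cannot be put down to GC content. Akt2 rose by 2.19 on the log2 scale, and by 1.14 under quantile normalization. The TBI+JM6 and TBI arrays were scanned in different sessions. The paper reasons that lower expression of calpain and caspase, which act in apoptosis, and higher expression of Akt, which acts in cell survival, are evidence that JM6 is neuroprotective.

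**Figure D1:**
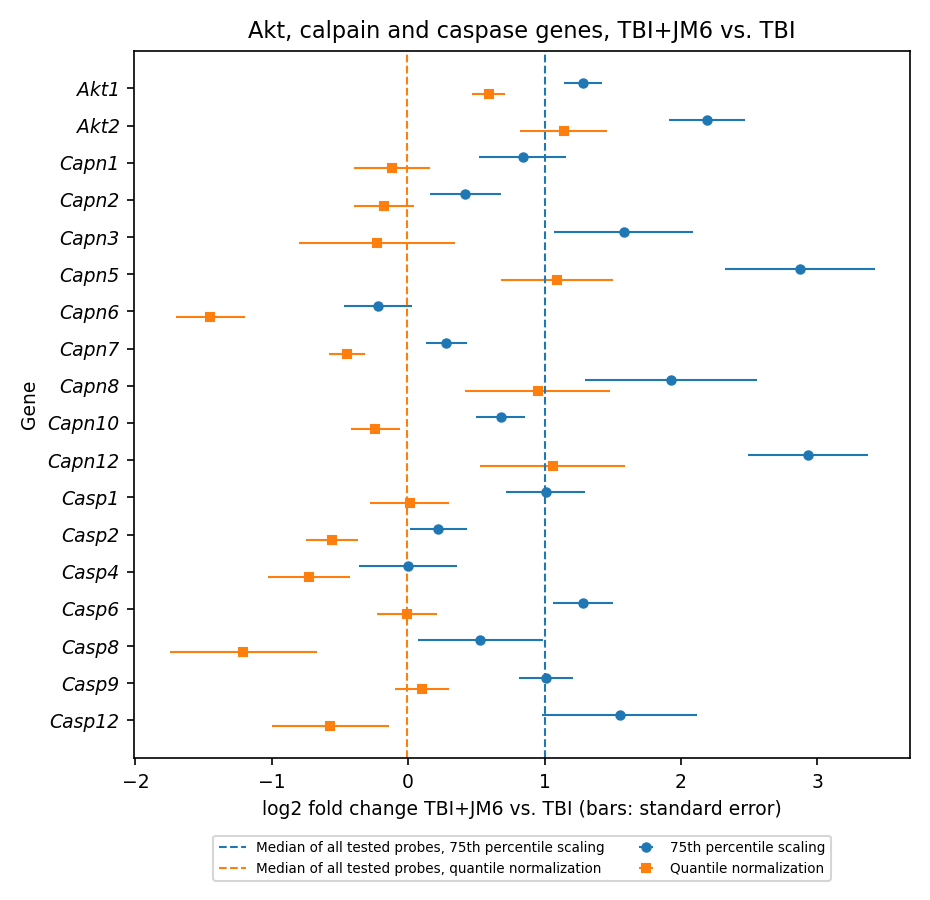
Log2 fold change in TBI+JM6 vs. TBI (x axis) of Akt, calpain and caspase genes (y axis), with the standard error, under the methods' scaling and under quantile normalization, and the median of all tested probes for each. Of the calpain genes, 8 of 9 lie above 0 with the methods' scaling, and under quantile normalization 6 of 9 lie under it.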

**Fig 3:**
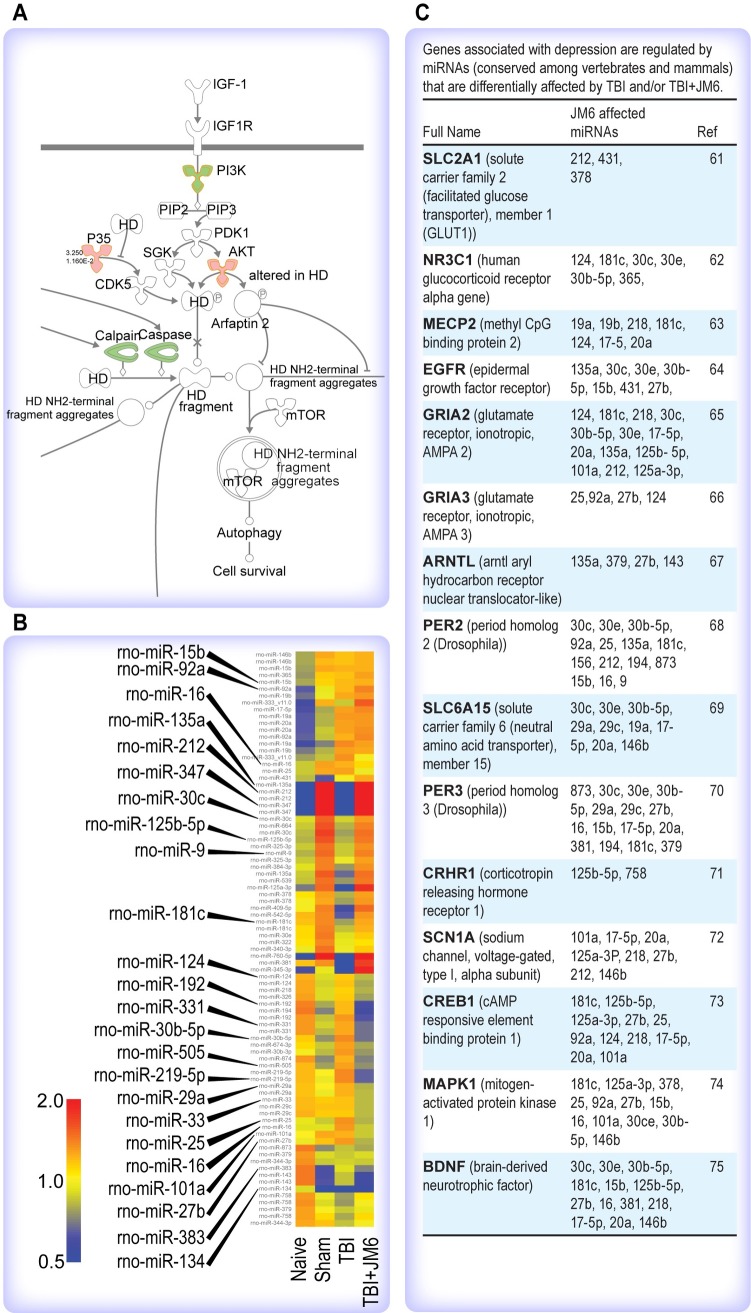
Ingenuity pathway analysis (IPA) of JM6 effects on Huntington’s disease (HD) pathway. (A) JM6 treatment downregulates the expression of HD genes associated with cell death, calpain and caspase (green) and upregulates a gene associated with cell survival, *Akt* (red). (B) In silico analysis of drug-affected miRNAs after JM6 treatment, miRNAs affected by TBI and returned to sham patterns by JM6 treatment (shown enlarged) are associated with depression-linked genes. (C) List of genes associated with depression are regulated by broadly conserved miRNAs affected by TBI and/or TBI+ JM6.

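Fig. 3A also draws PI3K, P35 and the IGF1 receptor. Of 7 of the genes of these kinds in the panel, Akt1 and Akt2 included, 7 were higher in TBI+JM6 than in TBI rats with the methods' scaling, with a median log2 fold change of 1.14, and under quantile normalization 4 were higher and 3 lower, with a median of 0.10. With the brightest probe of each gene, all 3 PI3K genes changed direction between these scalings. Pik3ca had a log2 fold change of 0.66 with the methods' scaling and -0.02 under quantile normalization, Pik3r4 of 0.47 and -0.38, and Pik3c2a of 0.68 and -1.19. Pik3ca has 4 other tested probes, at 0.41, 1.68, 3.55 and 2.39 with the methods' scaling and at -0.35, 0.63, 2.45 and 0.58 under quantile normalization, so 3 of them stayed higher. By limma, Pik3c2a was not called with the methods' scaling (adjusted p = 0.104) and was called lower under quantile normalization (adjusted p = 0.0155), with a range from 0.0146 to 0.79 over its alternatives. Cdk5r1, which encodes P35, had a log2 fold change of 3.14 (standard error 0.27), one of 1.85 under quantile normalization and at least 1.72 under each alternative, and its adjusted p was at most 0.00964. It was above background on 2 of the 3 TBI arrays. Igf1r had a log2 fold change of 1.14, and of 0.10 under quantile normalization. In S1 Table, the Huntington's Disease Signaling pathway lists 14 genes. Of these, 11 were higher and 3 lower in TBI+JM6, with a median log2 fold change of 2.05, and 11 were called by limma. Under quantile normalization 8 were higher and 6 lower, and 12 were called. The 2 groups were measured in different scanning sessions.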

*In silico* analysis of differentially expressed miRNAs after drug treatments revealed a large number of differentially expressed miRNAs in TBI animals, both treated and untreated after injury, that have previously been linked to depression (Fig 3B). 

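The gene expression arrays give the hippocampal expression of 13 of the genes listed in Fig. 3C, all of which had a tested probe. In TBI+JM6 vs. TBI 12 of them were higher with the methods' scaling and Gria3 was at 0.00, with a median log2 fold change of 0.70, and 8 were called. Under quantile normalization 3 were higher and 10 lower, with a median of -0.15, and Gria3, Scn1a, Egfr and Per2 were called lower. The scaled log2 signal of Creb1 was -3.77 ± 0.69 (SD, n = 3) in TBI+JM6, -5.17 ± 0.54 (SD, n = 3) in TBI and -5.51 ± 0.12 (SD, n = 2) in Sham rats. Its log2 fold change in TBI+JM6 vs. TBI was 1.40 (standard error 0.35, limma adjusted p = 0.00386), and -0.17 under quantile normalization. The probe was above background on 2 of the 3 TBI arrays, so the value in TBI rests partly on background signal. Over the alternatives the adjusted p ranged from 0.000132 to 0.72. The signal of Bdnf was -2.43 ± 1.93 (SD, n = 3) in TBI+JM6, -3.88 ± 0.15 (SD, n = 3) in TBI and -3.52 ± 0.12 (SD, n = 2) in Sham rats. Its log2 fold change of 1.46 (standard error 0.75) was not called (adjusted p = 0.0992), and rested on 1 rat. Under quantile normalization it was 0.25. The JM6-treated rats had signals of -3.18, -3.87 and -0.23, and without the third the log2 fold change was 0.36. Crhr1 was above background on no TBI array and was at least 4.04-fold higher in TBI+JM6 with the methods' scaling, and by at least 0.32 on the log2 scale under quantile normalization, where it was not called (adjusted p = 0.152). Control and drug-treated rats were measured in different sessions, so these changes include any difference between the sessions.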

A closer examination of broadly conserved miRNA target genes that are predicted to be regulated by JM6 (Fig 3C) shows that many are expressed in limbic brain regions (e.g. amygdala and hippocampus) associated with depression. In particular, changes in brain expression of *Creb1* and *Bdnf* are closely linked to depression pathology and antidepressant efficacy [34, 35]. For instance, ketamine can rapidly act as an antidepressant and works, in part, by increasing the synaptic release of BDNF in human patients [36].

Correlating the miRNA and mRNA expression data using IPA’s miRNA target filter, we found the top disease-associated pathways affected by JM6 treatment (e.g. axon guidance, Creb signaling, ephrin receptor signaling, etc) are associated with depression in animal models and/or in human patients [37–39] (Fig 4A). Furthermore, drug treatment altered multiple immune response pathways that are also implicated in depression (Fig 4B, genes in significant canonical pathways shown in Supporting Information, S1 Table). 

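The genes that S1 Table lists for these pathways were looked up on the arrays of TBI+JM6 and TBI rats. The table holds 90 different genes under 64 pathway entries, and 89 of the genes had a tested probe. By the methods' t-test at more than 1.2-fold, 68 of them passed, 67 higher and 1 lower in TBI+JM6, which is 76.4% compared with 62.4% of all tested probes. Under quantile normalization 70 passed, 48 higher and 22 lower, which is 78.7% compared with 29.5%. A normexp background correction moved the count most, to 25. By limma 70 genes were called over all tested probes and 72 when adjusted over the list alone. The study chose the list on these rats, so neither count is independent evidence. Of the 24 Axonal Guidance genes, 23 were higher in TBI+JM6 with a median log2 fold change of 2.64, and 18 were higher under quantile normalization. Of the 14 genes of CREB Signaling in Neurons, 9 were higher and 5 lower with a median of 0.67, and under quantile normalization 5 were higher and 9 lower. Of the 12 Ephrin Receptor genes, 11 were higher with a median of 2.34, and 8 under quantile normalization. The direction of the CREB pathway as a whole thus differed between the scalings.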

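Among the immune response entries of S1 Table, CXCR4 Signaling lists 13 genes, of which 12 were higher and 1 lower in TBI+JM6 than in TBI rats (median log2 fold change 2.19). For IL-4 Signaling 7 of 8 genes were higher (median 0.83), and for NF-κB Activation by Viruses 8 of 8 (median 1.43). Under quantile normalization, 8 genes of the CXCR4 entry were higher and 5 lower, and the other two entries had 4 higher and 4 lower each. By limma, 11, 6 and 6 genes of these entries were called with the methods' scaling, and 12, 6 and 5 under quantile normalization. The entries share genes, so their counts are not independent of each other.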

Ingenuity pathway analysis of canonical cell signaling pathways indicated that JM6 treatment increases expression of AMPA receptors in the synaptic long-term depression pathway (Fig 4C). This supports the notion of antidepressant efficacy of JM6 since potentiation of AMPA receptor signaling is a central mechanism of rapid-acting antidepressants [40, 41].

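AMPA receptor subunits are encoded by Gria1, Gria2, Gria3 and Gria4. In TBI+JM6 vs. TBI rats, Gria1 had a log2 fold change of 1.69 (standard error 0.22), Gria2 of 0.67 (standard error 0.20), Gria3 of 0.00 (standard error 0.17) and Gria4 of -0.01 (standard error 0.29). Gria1 and Gria2 were called (limma adjusted p = 4e-05 and 0.0116). Under quantile normalization the changes were 0.87, 0.11, -0.52 and -0.76, and Gria1 was called higher and Gria3 and Gria4 lower (adjusted p = 0.0223, 0.019 and 0.0433). Over the alternatives the adjusted p ranged from 6.39e-06 to 0.0618 for Gria1, from 0.00821 to 0.794 for Gria2, from 0.000222 to 0.992 for Gria3 and from 0.00776 to 0.996 for Gria4. The brightest probe of Gria2 had a usable value on 2 of the 3 TBI arrays. The second probes of Gria2, Gria3 and Gria4 gave 0.50, 2.03 and 1.09, and -0.75, 1.20 and -0.32 under quantile normalization.

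Over the 4 genes, with the brightest probe that had a value on every array, the median log2 fold change was 0.25 (adjusted p = 0.00197 from fry against 0, over the 3 gene families). Relative to the median of all probes it was -0.75. Under quantile normalization it was -0.63, with 1 gene higher and 3 lower (adjusted p = 0.048). With the mean of all probes of each gene it was 0.78. Over the alternatives the adjusted p ranged from 2.35e-05 to 0.983, and camera with an estimated correlation, against all other probes, gave 0.496. Of the 9 genes that S1 Table lists for Synaptic Long Term Depression, 6 were called by limma, and under quantile normalization 8 were called, 3 higher and 5 lower. Gna11 and Gnaz rose by 3.03 and 3.21 on the log2 scale, and by 1.91 and 1.95 under quantile normalization. Pla2g12a fell by 0.92, and by 1.66 under quantile normalization. Grm6 was at -0.48 and was not called, and under quantile normalization, at -2.07, it was called lower. Ppm1l, which encodes a phosphatase, was at 0.57, and -0.35 under quantile normalization, and its second probe was at 3.78 and 2.16. Gnat1 was above background on no TBI array, which gives an at least 1.33-fold higher signal in TBI+JM6 with the methods' scaling. Under quantile normalization it is 1 of the 5 called lower, where its signal in TBI is that of the background and gives no direction. The drug-treated and TBI rats were scanned in different sessions. The paper takes higher expression of AMPA receptors as support for the idea that JM6 could act as an antidepressant, because rapid-acting antidepressants act through AMPA receptor signaling.

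**Figure D2:**
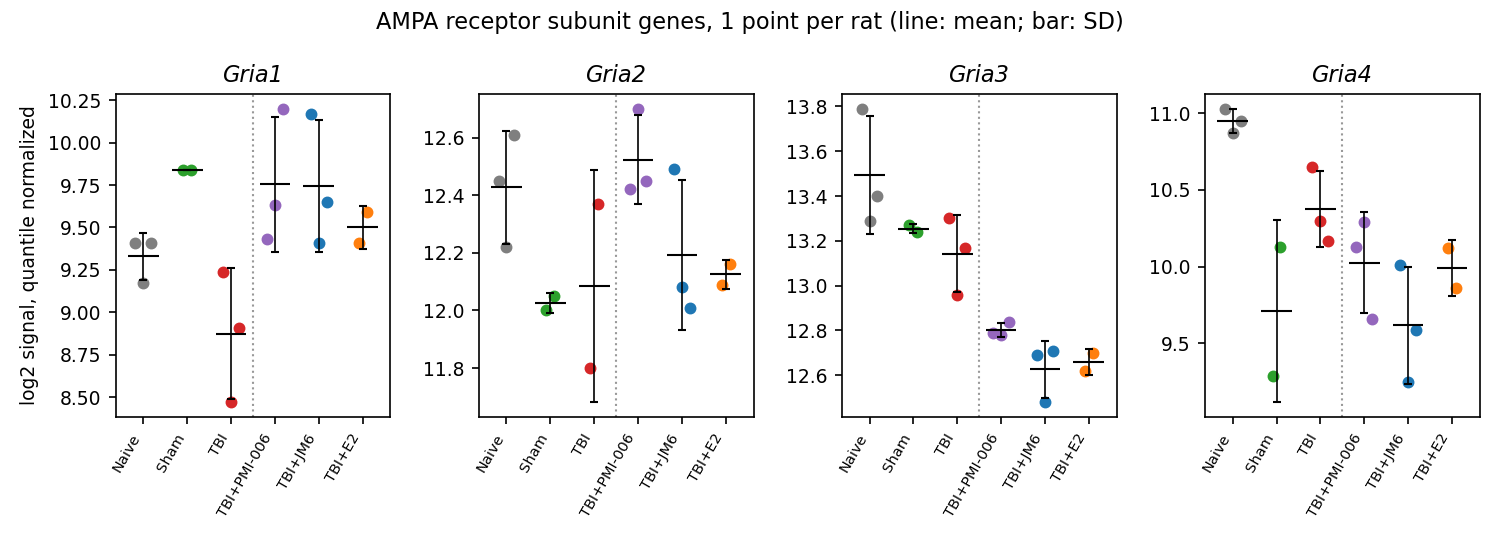
Log2 signal of Gria1, Gria2, Gria3 and Gria4 after quantile normalization (y axis) in each rat of the 6 groups, with the mean and SD of each group, and a dotted line between the scanning sessions. Gria1 is higher in TBI+JM6 than in TBI rats, and Gria3 and Gria4 are lower.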

**Fig 4:**
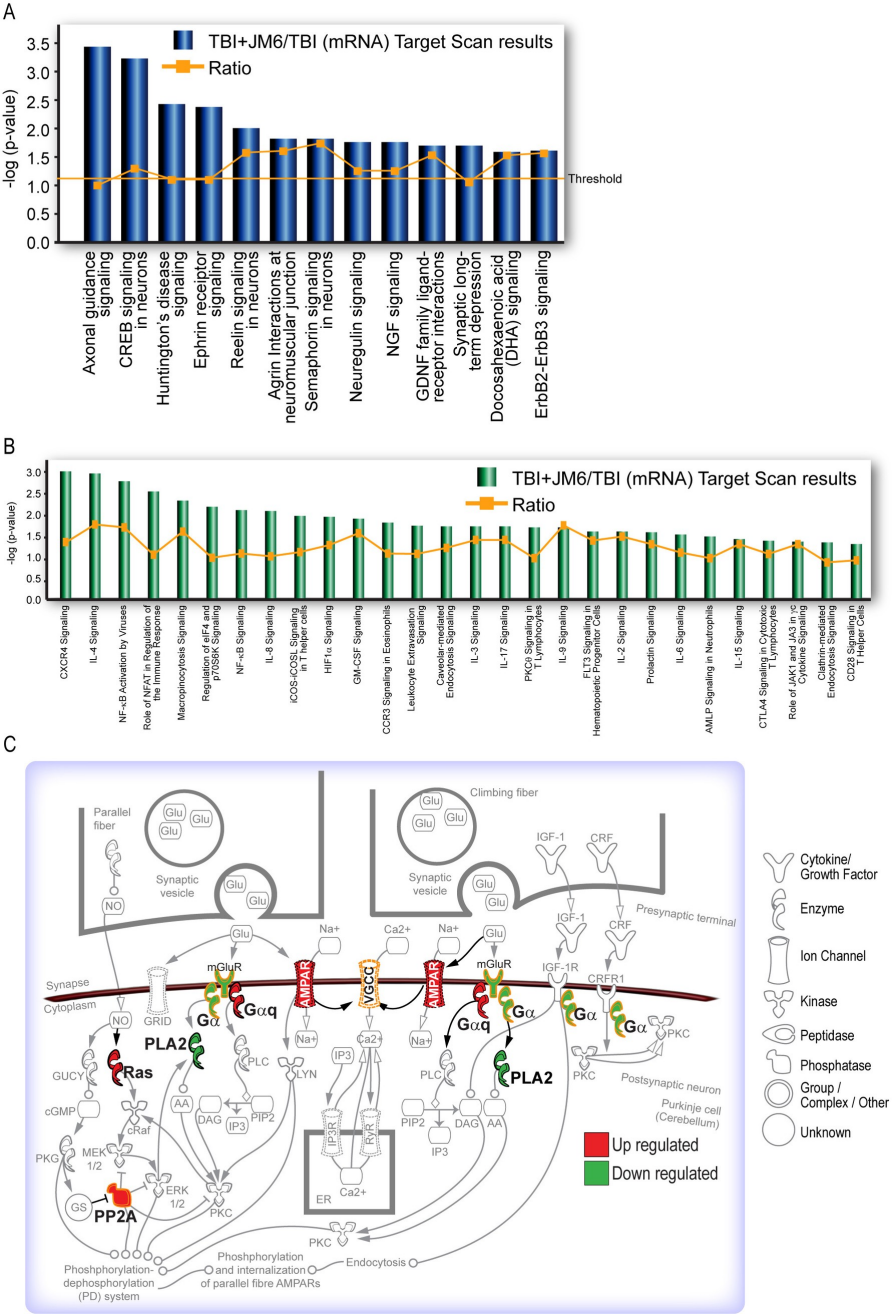
Ingenuity pathway analysis after JM6 treatment. (A) JM6 treatment significantly affects genes in pathways linked to depression, including axonal guidance, CREB and Huntington’s disease signaling. (B) The top immune response pathways affected by JM6 treatment are also linked to depression, including CXCR, IL-4 and NF-κB activation by virus signaling. Threshold indicates minimum significance level [–log (p-value) from Fisher’s exact test]. Ratio refers to the number of molecules from the dataset that map to the pathway listed, divided by the total number of molecules that define the canonical pathway from within the IPA knowledgebase. (C) JM6 influences the synaptic long-term depression pathway by upregulating AMPA receptor signaling.

### Three FDA approved antidepressants produce similar miRNA profiles to JM6 after TBI

Agilent miRNA and gene expression analysis of the hippocampus 24 h after injury plus antidepressant treatment demonstrated that treatment with all three antidepressants resulted in similar expression profiles (Figs 5 and 6B). Furthermore, as was found in TBI rats treated with neuroprotective drugs, the miRNA signatures obtained from antidepressant-treated injured rats resembled those of sham-injured rats (Fig 5). 

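A principal component analysis was run on the arrays of JM6-, E2- and PMI-006-treated rats together with those of the Naïve, Sham and TBI rats, over the 21901 probes with a value on every array. The first component held 73.1% of the variance and the second 6.01%. On the first component the 8 Naïve, Sham and TBI arrays had scores from -144.2 to -66.39 and the 8 arrays of drug-treated rats from 63.49 to 158.8. Under quantile normalization it held 40.7% of the variance, with scores from -86.34 to -15.51 and from 45.66 to 77.83. This split is both that of treatment and that of the scanning session. On the second component the Sham rats were at 75.2 and 54.82, the TBI rats at 3.041, -75.79 and -61.53, and the drug-treated rats between -7.644 and 8.472. The Naïve rats were at 0.7849, -3.494 and -10.92, so a place between Sham and TBI rats on this component was not particular to drug treatment. The arrays of rats treated with fluoxetine, imipramine or sertraline were not analysed here.

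**Figure D3:**
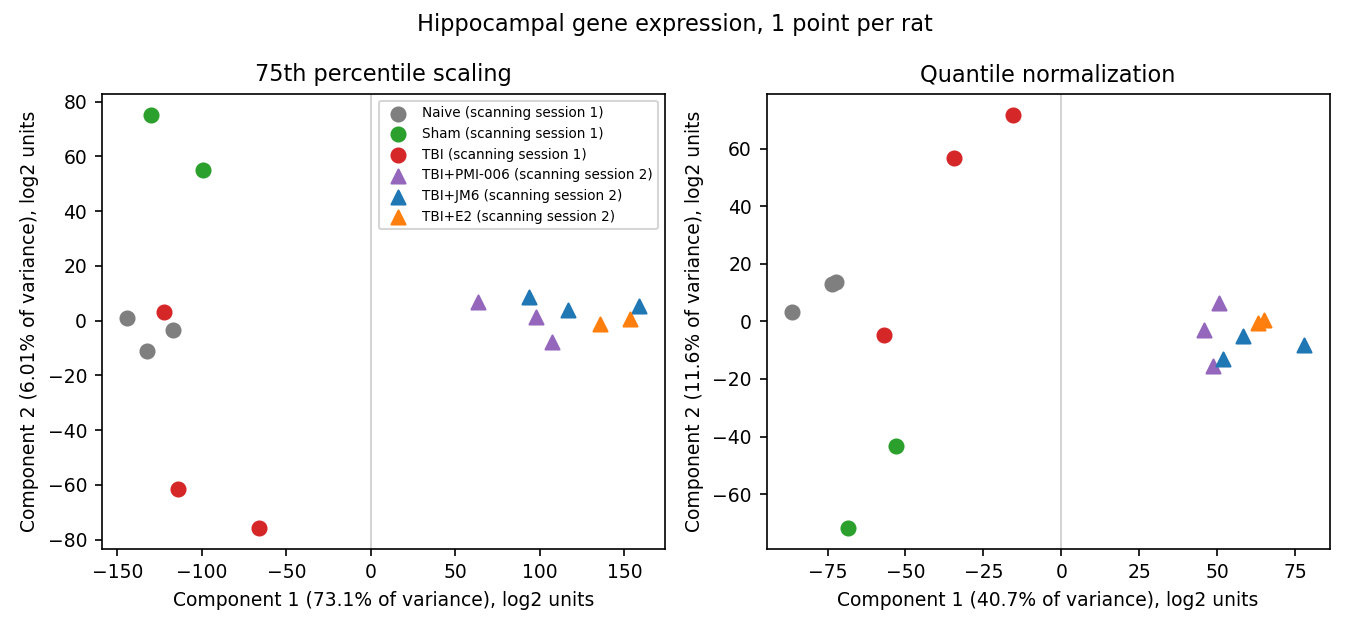
Scores of the 16 arrays on the first (x axis) and second (y axis) principal component, with the methods' scaling and under quantile normalization, coloured by group and with a marker for each scanning session. In both plots the sessions lie on opposite sides of 0 on the x axis.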

Although the initial gene expression studies with JM6, E2 and PMI-006 were performed two years prior (2012) to the studies with the three antidepressants (2014), heatmaps of gene expression for all six drug-treated groups are remarkably concordant (Fig 6A and 6B), suggesting that JM6, E2, PMI-006 and the three antidepressants act on a common set of gene targets.

**Fig 5:**
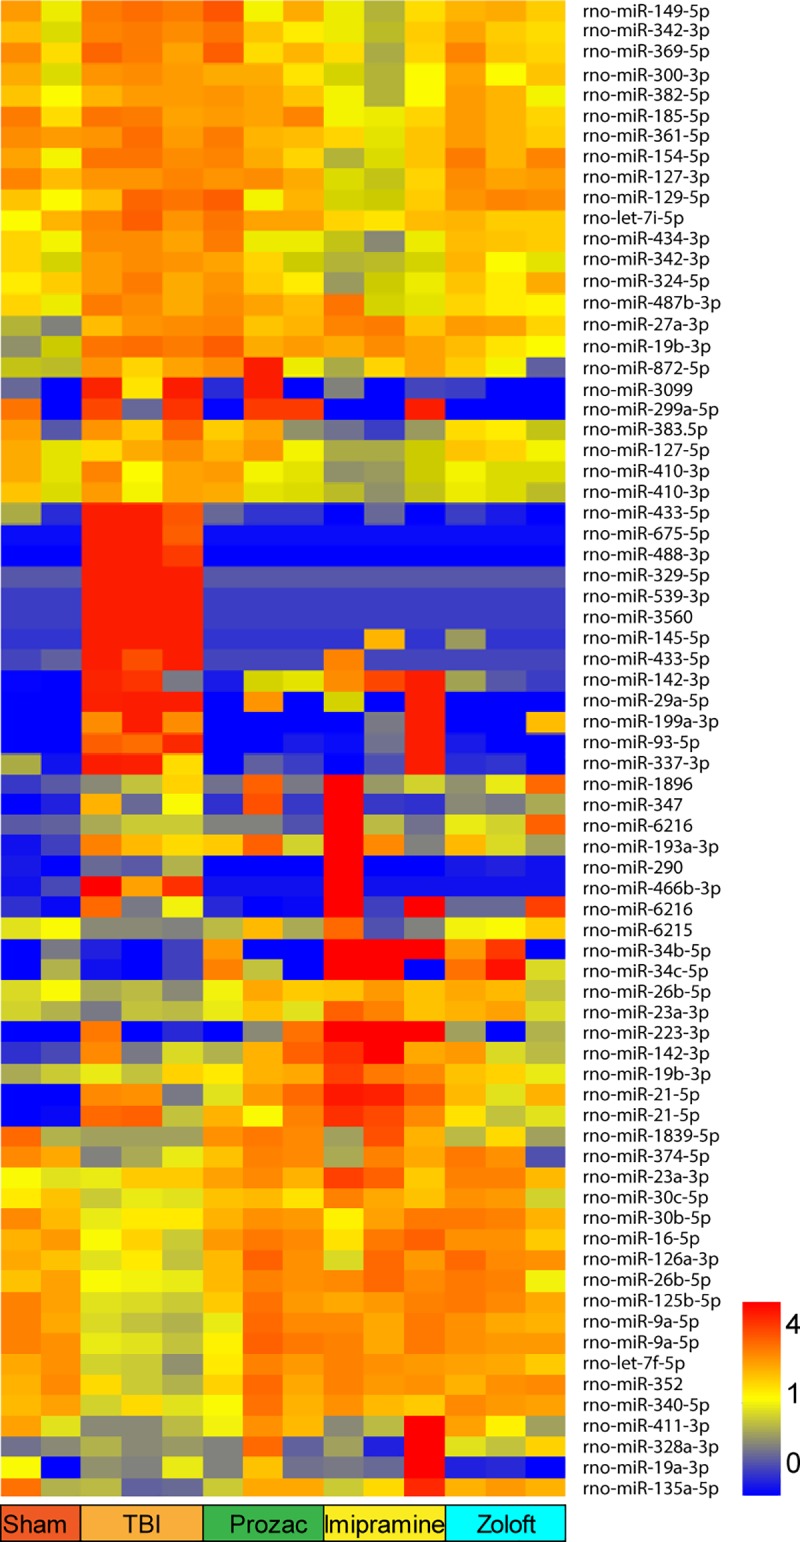
Heatmap showing hippocampal miRNA expression profiles of antidepressant-treated injured rats. Prozac (fluoxetine), imipramine and Zoloft (sertraline) restored TBI-induced miRNA expression profiles to those of sham-injured control rats. Probes differentially expressed in at least one of seven comparisons are displayed as normalized to the median expression across all 14 samples (72 probes, >1.2Fold, p<0.05).

**Fig 6:**
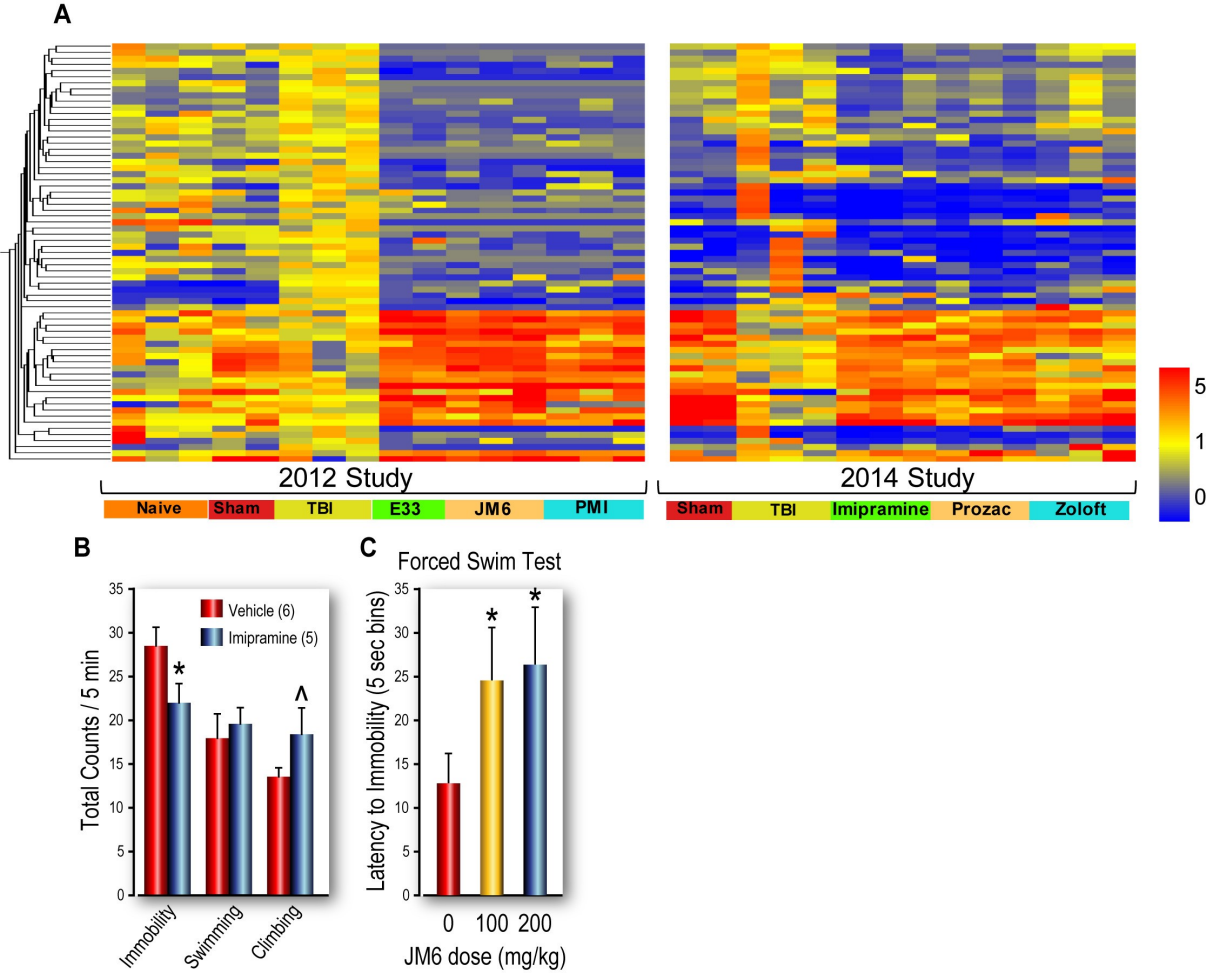
Heatmaps of drug-induced gene expression (GE), performed two years apart. (A) Hippocampal GE profiles from injured rats treated with fluoxetine, imipramine or sertraline, [data from 2014 (*right*), is from the same rats as in Fig 5] are similar to hippocampal GE profiles of rats treated with JM6, E2 or PMI, data from 2012 (*left*). Genes > 1.5 fold in the same direction in at least five drug treatments vs TBI and *p*-value < .05 in at least one drug treatment vs. TBI are displayed as normalized to the mean expression of the study specific TBI samples (69 probes). (B) The FST was used to test the antidepressant efficacy of JM6. First imipramine was tested to validate the depression assay. Imipramine (15 mg/kg) decreased immobility and increased climbing, in the forced swim test (FST). (C) While there were no significant effects on duration of climbing, swimming or immobility, JM6 had dose-dependent antidepressant effects on latency to immobility, The FST validates antidepressant efficacy of JM6 *p < .05.

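For the JM6, E2 and PMI-006 groups of the left part of Fig. 6A, 13974 probes changed more than 1.5-fold in the same direction in at least 2 of the 3 drugs vs. TBI and had an unadjusted p under 0.05 in the methods' t-test for at least 1 of them. Of these, 13943 were higher and 31 lower than in TBI rats. The legend's criterion of at least 5 of 6 drug treatments was not applied, because only these 3 were analysed here. Normexp background correction moved the count most, to 4271, and quantile normalization gave 5593, with 3116 higher and 2477 lower. All drug groups were compared with the same 3 TBI arrays, which alone gives shared changes. In 100 simulations in which the residuals of the 16 arrays were shuffled and no group differed from TBI, the count was 419 on average and 1480 at most. The simulations hold no difference between scanning sessions, while the drug groups were all scanned in another session than TBI.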

The functional antidepressant effects of JM6 were assessed using the FST. First we validated the FST in our hands using imipramine (Fig 6B). Imipramine treatment reduced immobility and increased climbing, confirming antidepressant efficacy. JM6 treatment (100 and 200 mg/kg) significantly increased the latency to immobility, confirming its efficacy as an antidepressant (Fig 6C).

Taken together, our results support the following three ideas: 1) Drug compounds that reverse TBI-induced miRNA profiles and restore them to sham-injury-like profiles are potential candidates for neuroprotection. 2) Antidepressants show gene and miRNA expression profiles that indicate neuroprotective effects after TBI. 3) Comparison of miRNA profiles of experimental drug compounds with classical antidepressants provides a novel way to identify new antidepressant candidates.

## Discussion

Two key findings of our study are: one, drug compounds with neuroprotective properties act on common sets of molecular targets and two, the miRNA profile of a novel compound (JM6) predicted it would have antidepressant effects. 

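Across the tested probes, the log2 fold changes vs. TBI of JM6 and PMI-006 had a Pearson correlation of 0.916, those of JM6 and E2 of 0.937, and those of PMI-006 and E2 of 0.887, with a mean of 0.913. These are correlations across genes, which are not independent replicates, and the changes share the TBI arrays. With no difference between the groups, the simulated mean correlation was 0.448, and 0.744 at most. The simulations hold no difference between scanning sessions, while all drug groups were scanned in another session than TBI. A value above the simulated ones therefore does not tell a shared drug effect from a session effect. The alternative that moved the mean most was a normexp background correction, with 0.606, and quantile normalization gave 0.857. The groups of drug-treated rats shared a scanning session and could be compared within it, but not apart from the slide. The TBI+PMI-006 arrays shared a slide with TBI+JM6 replicate 1, and the TBI+E2 arrays another with TBI+JM6 replicates 2 and 3. In TBI+JM6 vs. TBI+PMI-006, limma called 3 probes, those of Slc43a1 and Mcm4 and an unnamed transcript, all higher in JM6-treated rats. Against TBI+E2 it called 4, those of Myod1, LOC365499, Prr16 and Ly49si2, all lower in JM6-treated rats. These genes were singled out after their values were seen. Under quantile normalization 0 probes were called by limma in either comparison, while 1640 and 764 had an unadjusted p under 0.05. The methods' t-test passed 1553 and 620 probes at more than 1.2-fold before adjustment and 0 after it. Weighting the arrays by their quality in limma raised the counts to 674 and 258. With the slide as a fixed block the counts were 10 and 3. Groups of 2 or 3 rats can miss many differences, so few calls are no evidence that the drugs act alike.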

The fact that JM6 and two neuroprotective compounds (PMI-006 and E2) induced similar genomic responses in hippocampal tissue after TBI suggests that molecular profiles could be useful for screening potential drug effects.

The finding that JM6 down-regulated the expression of calpain and caspase, two genes involved in apoptosis and neurodegeneration [42], and upregulated *Akt*, a gene involved in cell-survival [33], is further evidence that JM6 is neuroprotective. Taken together with the *in silico* analyses neuroprotective drug-induced miRNAs pointed to an association with depression; these findings have major implications for antidepressant drug discovery.

Target genes of the miRNAs that were altered by JM6 (e.g., *Creb*, *Bdnf* in Fig 3C) were found to be expressed in limbic brain areas (e.g. hippocampus) in previous studies [43, 44], and involved in the pathophysiology of depression and the response to antidepressants. A common set of genes involved in cell survival, synaptic plasticity and immune response appear to be modulated by both neuroprotective and antidepressant drugs, supporting the notion that neuroprotective and antidepressant responses are related and share common mechanisms.

This combined efficacy is not surprising in light of the neurodegeneration hypothesis of depression [45]. For many years the monoamine hypothesis of the pathophysiology of depression was the reigning explanation for the physiology of depression. The efficacy of monoaminergic compounds such as SSRIs further supported this hypothesis. However, despite the success of a variety of monoamine based therapies, complications remained that could not be explained by an imbalance in monoaminergic neurotransmission. For instance, the length of time it takes (2–3 weeks) for monoamine-based antidepressant treatment to be effective is incongruent with the pharmacokinetics of SSRIs, or other common antidepressants. Additionally, evidence suggested that depression involved more than just imbalances of monoamines. For example, the NMDA antagonist, ketamine showed antidepressant effects that appeared to act through enhancing synaptic plasticity [46], suggesting a role for other neurotransmitter systems such as GABA and glutamate. Indeed, a recent study of ketamine metabolites showed that the rapid antidepressant effects of these metabolites were mediated by an early and sustained activation of AMPA receptors [40]. This suggests that our finding that JM6-increased gene expression of AMPA receptors may partly explain JM6’s antidepressant effects.

Moreover, growing evidence for a role of stress in the onset of depression, such as stress-mediated hippocampal atrophy in human patients with depression [47] indicates a role for stress-induced neurodegeneration in depression. Thus, the neurodegeneration hypothesis of depression has taken center stage as the leading pathophysiological explanation for MDD. This idea is corroborated by the role of excitotoxic damage (via NMDA, Ca++, cAMP), impaired neurogenesis, and reduced levels of neurotrophins (CREB, BDNF, VEGF) in the hippocampus during depression [48]. Substantial evidence exists that antidepressants enhance neuroplasticity and neurogenesis. For example, treatment with fluoxetine, in rats, increased the number of pyramidal cell dendritic spine densities in the hippocampus [49]. And, chronic treatment with various types of antidepressants increases neurogenesis (e.g. SSRIs, SNRIs, MAOIs). Neurogenesis is required for the behavioral response to antidepressants [50] and increased neurogenesis in the hippocampus requires 14–21 days of treatment as well as activation of the cAMP-CREB cascade, possibly explaining the latency in efficacy of traditional antidepressants. Activation of CREB promotes neurogenesis through increasing levels of VEGF for proliferation and BDNF for survival of neural stem cells. The miRNAs affected by JM6 and antidepressants in our study (e.g. miR-212/132) have been implicated in regulating the gene expression of these neurotrophins as well as depression-associated genes such as the serotonin transporter (SERT) [51, 52].

Dysregulation of miRNAs is associated with depression [43, 53], hence miRNAs may be useful therapeutic targets and are indeed targets of effective antidepressants; the SSRI, fluoxetine decreases levels of miR-16 (regulates BDNF) in mouse hippocampus [54]. Since hippocampal miRNAs are a common target of varied antidepressant treatments such as acute ketamine, chronic fluoxetine and repeated electrical stimulation (EST) and their effects may be mediated through the BDNF-TrkB pathway, it is notable that genes in this pathway are regulated by multiple miRNAs in our study. However, antidepressant-induced effects on miRNA expression may only be evident following an external stressor, such as TBI or chronic mild stress [55]. Neuronal specific miRNAs (miR-124a, miR-132) are dysregulated in HD [21]. Our data showing that these two miRNAs are influenced by JM6 in injured rats suggests another mechanism for its neuroprotective effects; miR-124 regulates Sox 9 [56] and reduced expression of Sox 9 is necessary for differentiation of neural stem cells. Another miRNA involved in regulation of neural stem cells, miR-9, regulates the nuclear receptor 2E (NR2E) which has a role in regeneration and proliferation [57]. Additionally, miR-16 regulates SERT expression and has a role in the response to fluoxetine [58]. All of these miRNAs, that are neuronal specific and regulate genes involved in regeneration, proliferation and differentiation as well as SERT expression, are involved in the pathophysiology of MDD.

Some neuronal miRNAs that are dysregulated in MDD are located in the synapto-dendritic compartment. Turnover of these neuronal miRNAs is faster than in other cell types, allowing rapid adaptation to neuronal activity that may involve calpain, one of the genes altered by JM6. miR-124a, one of the most abundant miRNAs in the brain, regulates glucocorticoid receptors in the hippocampus and has a role in permitting neurogenesis to take place. miR-132 is upregulated in the dentate gyrus of the hippocampus in response to neuronal activity. Reciprocal antagonism between miRNAs and their target genes is a mechanism for regulating neural plasticity and regeneration (e.g. miR-124a/CREB, miR-132/BDNF, miR-134/BDNF). Taken together, these concepts provide evidence of a regulatory role of miRNAs in the pathophysiology of neurodegeneration after TBI, or other stressors, that after chronic exposure may lead to depression. These regulatory miRNAs may be useful therapeutic targets to reverse this injury- or stress-induced neurodegeneration through enhancing neuronal plasticity and neurogenesis.

Although JM6 does not cross the blood brain barrier (BBB), evidence suggests that peripheral inhibition of Kynurenine-3-monooxygenase (KMO) provides neuroprotection through accumulation of kynurenine in the blood. Kynurenine in the blood is actively transported through the BBB by a neutral amino acid transporter and converted to KYNA in the brain by astrocytes [59]. Thus, JM6 likely provides neuroprotection and antidepressant effects through increasing KYNA in the brain. The kynurenine pathway provides a connection between immune activation, serotonergic deficiency and NMDA receptor dysfunction that are involved in MDD. KMO shifts the metabolism of kynurenine toward the NMDA receptor agonist, quinolinic acid, increasing apoptosis and excitotoxic neurodegeneration. JM6 blocks KMO, shifting the metabolism of kynurenine toward the kynurenine-amino-transferase-3 pathway, which increases the formation of the NMDA receptor antagonist, KYNA, protecting against excitotoxicity produced by quinolinic acid [60]. This biochemical pathway for the mechanism of action of JM6 supports the hypothesis that JM6 is both neuroprotective and antidepressive. These properties of JM6, demonstrated by our results, support our hypothesis that gene and miRNA microarray expression profiles can provide signatures of mechanisms of action of novel compounds that can predict therapeutic properties. The intriguing findings of this pilot study merit further investigation and may improve future efforts to identify novel bioactive compounds with antidepressant and/or neuroprotective properties.

## Supporting information

S1 Table Pathways with significant overlap of genes differentially expressed in TBI+JM6/TBI and targeted by miRNA differentially expressed in opposite directions in TBI+JM6/TBI. (XLSX) Click here for additional data file.

S1 File References in the caption for Fig 3C (Nos. 61–75) are included in the list, “Supplementary References for Fig 3C”. These references continue in the sequence established in the manuscript.
(DOC) Click here for additional data file.

# Supplementary material for: MicroRNA profiling identifies a novel compound with antidepressant properties
**Source:** PLoS One. 2019 Aug 23;14(8):e0221163. doi: 10.1371/journal.pone.0221163
**Supplement:** S1 File — These references continue in the sequence established in the manuscript.

**Supporting Information**

Supplementary References for Figure 3C

61. Kahl KG, Georgi K, Bleich S, Muschler M, Hillemacher T, Hilfiker-Kleinert D, et al. Altered DNA methylation of glucose transporter 1 and glucose transporter 4 in patients with major depressive disorder. J Psychiatr Res. 2016;76:66-73. Epub 2016/02/27. doi: 10.1016/j.jpsychires.2016.02.002. PubMed PMID: 26919485.

62. Watkeys OJ, Kremerskothen K, Quide Y, Fullerton JM, Green MJ. Glucocorticoid receptor gene (NR3C1) DNA methylation in association with trauma, psychopathology, transcript expression, or genotypic variation: A systematic review. Neurosci Biobehav Rev. 2018;95:85-122. Epub 2018/09/04. doi: 10.1016/j.neubiorev.2018.08.017. PubMed PMID: 30176278.

63. Su M, Hong J, Zhao Y, Liu S, Xue X. MeCP2 controls hippocampal brain-derived neurotrophic factor expression via homeostatic interactions with microRNA132 in rats with depression. Mol Med Rep. 2015;12(4):5399-406. Epub 2015/08/05. doi: 10.3892/mmr.2015.4104. PubMed PMID: 26239616.

64. Jacobs JM, Traeger L, Eusebio J, Simon NM, Sequist LV, Greer JA, et al. Depression, inflammation, and epidermal growth factor receptor (EGFR) status in metastatic non-small cell lung cancer: A pilot study. J Psychosom Res. 2017;99:28-33. Epub 2017/07/18. doi: 10.1016/j.jpsychores.2017.05.009. PubMed PMID: 28712427.

65. Chiesa A, Crisafulli C, Porcelli S, Han C, Patkar AA, Lee SJ, et al. Influence of GRIA1, GRIA2 and GRIA4 polymorphisms on diagnosis and response to treatment in patients with major depressive disorder. Eur Arch Psychiatry Clin Neurosci. 2012;262(4):305-11. Epub 2011/11/08. doi: 10.1007/s00406-011-0270-y. PubMed PMID: 22057216.

66. Liu Q, Sun NN, Wu ZZ, Fan DH, Cao MQ. Chaihu-Shugan-San exerts an antidepressive effect by downregulating miR-124 and releasing inhibition of the MAPK14 and Gria3 signaling pathways. Neural Regen Res. 2018;13(5):837-45. Epub 2018/06/05. doi: 10.4103/1673-5374.232478. PubMed PMID: 29863014; PubMed Central PMCID: PMCPMC5998613.

67. Liu JJ, Sudic Hukic D, Forsell Y, Schalling M, Osby U, Lavebratt C. Depression-associated ARNTL and PER2 genetic variants in psychotic disorders. Chronobiol Int. 2015;32(4):579-84. Epub 2015/03/24. doi: 10.3109/07420528.2015.1012588. PubMed PMID: 25799324.

68. Landgraf D, Long JE, Welsh DK. Depression-like behaviour in mice is associated with disrupted circadian rhythms in nucleus accumbens and periaqueductal grey. Eur J Neurosci. 2016;43(10):1309-20. Epub 2015/09/29. doi: 10.1111/ejn.13085. PubMed PMID: 26414405.

69. Szopa A, Doboszewska U, Herbet M, Wosko S, Wyska E, Swiader K, et al. Chronic treatment with caffeine and its withdrawal modify the antidepressant-like activity of selective serotonin reuptake inhibitors in the forced swim and tail suspension tests in mice. Effects on Comt, Slc6a15 and Adora1 gene expression. Toxicol Appl Pharmacol. 2017;337:95-103. Epub 2017/11/07. doi: 10.1016/j.taap.2017.10.020. PubMed PMID: 29107002.

70. Dallaspezia S, Locatelli C, Lorenzi C, Pirovano A, Colombo C, Benedetti F. Sleep homeostatic pressure and PER3 VNTR gene polymorphism influence antidepressant response to sleep deprivation in bipolar depression. J Affect Disord. 2016;192:64-9. Epub 2015/12/29. doi: 10.1016/j.jad.2015.11.039. PubMed PMID: 26707349.

71. Xu YJ, Sheng H, Wu TW, Bao QY, Zheng Y, Zhang YM, et al. CRH/CRHR1 mediates prenatal synthetic glucocorticoid programming of depression-like behavior across 2 generations. FASEB J. 2018;32(8):4258-69. Epub 2018/03/16. doi: 10.1096/fj.201700948RR. PubMed PMID: 29543532.

72. Zarcone D, Corbetta S. Shared mechanisms of epilepsy, migraine and affective disorders. Neurol Sci. 2017;38(Suppl 1):73-6. Epub 2017/05/21. doi: 10.1007/s10072-017-2902-0. PubMed PMID: 28527083.

73. Carlberg L, Schosser A, Calati R, Serretti A, Massat I, Papageorgiou K, et al. Association study of CREB1 polymorphisms and suicidality in MDD: results from a European multicenter study on treatment resistant depression. Int J Neurosci. 2015;125(5):336-43. Epub 2014/06/24. doi: 10.3109/00207454.2014.936554. PubMed PMID: 24955721.

74. Antypa N, Souery D, Tomasini M, Albani D, Fusco F, Mendlewicz J, et al. Clinical and genetic factors associated with suicide in mood disorder patients. Eur Arch Psychiatry Clin Neurosci. 2016;266(2):181-93. Epub 2015/12/03. doi: 10.1007/s00406-015-0658-1. PubMed PMID: 26626456.

75. Zhang JC, Yao W, Hashimoto K. Brain-derived Neurotrophic Factor (BDNF)-TrkB Signaling in Inflammation-related Depression and Potential Therapeutic Targets. Curr Neuropharmacol. 2016;14(7):721-31. Epub 2016/01/21. PubMed PMID: 26786147; PubMed Central PMCID: PMCPMC5050398.

How the deposited data were processed for this re-analysis (not part of the article)

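Hippocampal gene expression was analysed in 16 rats, with 3 Naïve, 2 Sham, 3 TBI, 3 TBI+PMI-006, 3 TBI+JM6 and 2 TBI+E2 arrays of the single-colour rat design, each from 1 rat. The methods give 3 rats per group, and the arrays of 2 Sham and 2 TBI+E2 rats were analysed here. The microRNA arrays, the behavioural tests, the histology and the arrays of rats given fluoxetine, imipramine or sertraline were not analysed here.

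According to the headers of the deposited scanner files, the intensity of each spot had been background subtracted and detrended within its array, and it had not been normalized between arrays. The authors' matrix, as deposited, holds a ratio to the 75th percentile of the array on a linear scale, and its values, from 0.02 to 352.62 with a median of 0.14, follow one distribution on all arrays: 99 percentiles were equal to within 1% in 16 of 16 columns. Its correlation with the scanner values, across probes on an array, was 0.981 to 0.999. Probe positions are those of rn4. Current symbols were taken by name from a RefSeq gene table, which gave one to 17679 probes (58.2%), and its positions were not used.

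The intensities of 42877 non-control spots were averaged by probe. Each array was divided by the 75th percentile of its probes well above background, and log2 was taken. The 22827 probes well above background on every array of at least 1 of the 6 groups were tested. A single limma model without intercept was fitted to all arrays, with 10 residual degrees of freedom, and a probe was called at a Benjamini-Hochberg adjusted p under 0.05. Gene families were tested with fry, two-sided, and camera with an estimated correlation between genes was run beside it. The methods' t-test assumes equal variances, and counts based on it use an unadjusted p under 0.05 with a fold change over 1.2, 1.5 or 2 as stated beside each count. The adjusted p of a named gene or of a family is from limma. R 4.3.3 with limma 3.58.1 and data.table 1.17.8 and Python 3.11.15 with matplotlib 3.10.9 were used.

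The number of probes well above background gives the depth of each array, and was 16282 to 17829 in Naïve, 17187 to 18245 in Sham, 16404 to 18217 in TBI, 20259 to 22822 in TBI+PMI-006, 22023 to 24984 in TBI+JM6 and 22892 to 24090 in TBI+E2 rats. On 14295 probes all 16 arrays were well above background. A fold change against a group with no array above background is given as a bound. Tested on simulated data with 200 changed probes of 21901, the model recovered 76% of 4-fold and 35% of 2-fold changes in TBI+JM6 vs. TBI with 2 false calls, and 67% and 26% in TBI vs. Sham with 5 false calls.

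The 4 slides of 4 arrays were scanned in 2 sessions. The first slide held Naïve 1 and 2 and both Sham arrays, the second Naïve 3 and the TBI arrays, the third the TBI+PMI-006 arrays and TBI+JM6 1, and the fourth TBI+JM6 2 and 3 and the TBI+E2 arrays. No model with the session as a term can be fitted to a comparison of a drug group with TBI, Sham or Naïve rats. The slide was used as a fixed block within a session, and as a random block over all arrays (consensus correlation -0.088). It is not stated which amplification kit was used for which rat, so this was not modelled.

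The comparisons, the tests, the gene lists, the rule for named genes and the following alternatives were chosen before the data were examined: a normexp background correction with an offset of 50, quantile normalization, the 75th percentile over all probes, no filter on dim probes, a filter that keeps probes well above background on all 16 arrays, the authors' matrix, the methods' t-test and Welch's t-test, limma on the compared groups alone, the slide as a block, the replicate number as a block, array weights, other fold limits, the mean of all probes of a gene, camera, and each rat left out in turn. Where this left a group with 1 array, that array was assumed to vary like those of the other groups. Removing a loess trend on probe GC content and scaling to the E1A control spots were added after seeing the data. The named genes are those that the paper's text, Fig. 3, Fig. 4C or the Synaptic Long Term Depression entry of S1 Table names, with the Akt, calpain, caspase and AMPA receptor genes by symbol, and, for TBI+JM6 vs. TBI and TBI vs. Sham, the 5 genes with the largest rise and the 5 with the largest fall among called probes whose arrays did not overlap between the groups. Some of the genes that the rule covers are not reported singly, and tallies of figure genes leave them out, while the family tests and the counts of S1 Table genes include them. Lists of marker genes were written for choroid plexus, microglia, leukocytes, astrocytes, neurons, oligodendrocytes, endothelial cells, red blood cells, immediate early genes, clock genes, acute injury genes, thalamus, dentate gyrus and CA fields.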

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

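The comparison of the control transcripts and the test of the choroid plexus genes were chosen only after the results were seen, as were the alternatives that remove a GC trend or scale to the control spots.

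A signal appeared in data the paper does not report on, the 10 E1A control transcripts, each measured by 32 spots on every array. The mean log2 signal of the transcript a104 was 2.57 on the 8 arrays of Naïve, Sham and TBI rats and 5.82 on the 8 arrays of drug-treated rats, a difference of 3.25 between measured values. It was above background on 0 arrays of the first session and on 7 of the second, and a107 on 0 and 8, so only a bound holds: against the lowest signal above background on each array of the first session, they were higher by at least 1.42 and 1.90 on the log2 scale. The transcript named 3 was above background on no array, so it says nothing here. The measured values of a104 and a107 did not overlap between the sessions (exact permutation test, two-sided, p = 0.000155 for each, the smallest it can give, adjusted p = 0.000517). The other 7 were above background on all arrays and were higher in the second session by 0.29 to 0.78, and for 4 of these 7 the adjusted p was under 0.05 (0.00155 for a135, 0.0124 for a22, and 0.000932 for a97 and n9). After the methods' scaling the 7 differed by 0.12 to 0.61. The control transcripts are not part of a rat's RNA, so a drug given to the rat does not account for them, and the 4 of 7 above background that differed are consistent with a difference in labelling, hybridization or scanning between the sessions. This may also have changed the signal of dim rat probes. How far it did cannot be told apart from a drug effect, because every drug group was scanned in the second session. With scaling to the control spots, limma called 6689 probes in TBI+JM6 vs. TBI.

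For the microRNA arrays the paper states that Naïve and Sham rats can be distinguished, and its text draws no conclusion from their gene expression. On the gene expression arrays of Sham vs. Naïve rats, limma called 1841 probes, 1497 higher and 344 lower in Sham. All these arrays were scanned in the first session, so the session is no explanation of this difference. With the slide as a fixed block 642 probes were called, and the block rests on the Naïve arrays, the only ones of these groups on both slides. The difference between slides may account for part of the calls. A normexp background correction left 14 and limma on the 2 groups alone left 301. After adjustment the methods' t-test called 0, with 3631 probes over 1.2-fold at an unadjusted p under 0.05. Without the Sham replicate 2 the count was 465, the lowest over the rats left out. Tissue from outside the hippocampus in some samples is a candidate explanation for some genes: markers of the choroid plexus were highest in the same rat of a group in 89.6% of cases. Sham surgery is the biological difference that the design names, and it stays open.

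The effects of JM6 and PMI-006, and of JM6 and E2, were tested against each other within the second session, and limma called 3 and 4 probes. The paper reports no such difference. Slc43a1 (1.59, adjusted p = 0.00639), Mcm4 (3.18, adjusted p = 0.0186) and the transcript of the probe A_64_P073048 (1.98) were higher on the log2 scale in JM6-treated than in PMI-006-treated rats. Myod1 (-3.11, adjusted p = 0.000896), LOC365499 (-3.33), Prr16 (-2.19) and Ly49si2 (-2.55) were lower in JM6-treated than in E2-treated rats. These genes were named after their values were seen. Under quantile normalization limma called 0 probes in either comparison, with adjusted p-values of the named probes between 0.122 and 1, while 1640 and 764 probes had an unadjusted p under 0.05. With the slide as a fixed block 10 and 3 probes were called. Without the PMI-006 replicate 1 limma called 0 probes in TBI+JM6 vs. TBI+PMI-006 and without the PMI-006 replicate 3 it called 44. In TBI+JM6 vs. TBI+E2 the count was 1 without the E2 replicate 2 and 20 without the JM6 replicate 3. With limma on the TBI+JM6 and TBI+PMI-006 arrays alone 0 probes were called, and 1970 had an unadjusted p under 0.05. No split of these 6 arrays can have fewer than 0 calls, so counting the 10 splits says nothing about the 3 calls. The drugs and their doses, the biological difference that the design names, stay open.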

How the results depend on the processing

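The alternatives that remove a GC trend and scale to the E1A control spots were chosen only after the results were seen. Where no cause is named for a change below, the cause was not tested.

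The direction of TBI+JM6, TBI+PMI-006 and TBI+E2 vs. TBI depends on how the arrays are scaled. With the methods' scaling the median log2 fold change of all probes in TBI+JM6 vs. TBI was 0.99, and it was 0.82 with normexp, 0.70 over probes above background on all arrays, 0.49 with scaling to the E1A control spots, 0.21 with the percentile over all probes and -0.02 with a GC trend removed. By construction, a scaling that removes this median moves genes that rose less than it to a fall.

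In the order JM6, PMI-006 and E2 vs. TBI, limma called 4923, 1420 and 3259 probes with normexp, 6194, 4373 and 4652 under quantile normalization, 9987, 8152 and 9219 with the percentile over all probes, 6170, 4347 and 4709 in the authors' matrix, and 6689, 4158 and 5308 with scaling to the control spots. With a GC trend removed E2 had 10344 calls. With the filter on all 16 arrays the counts were 9392, 7208 and 9304, where 14295 probes were left to test, which in itself lowers a count. After Benjamini-Hochberg adjustment the methods' t-test called 8109 for PMI-006 and 10055 for E2, and Welch's t-test 6676, 2210 and 3422. The other alternatives left these 3 counts within 1.5 times. With each rat left out they were 13357 to 16069, 10203 to 13394 and 11342 to 16186.

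For TBI vs. Sham, limma called 2 probes with normexp, 1400 without a filter, 383 with scaling to the control spots, 10 on the 2 groups alone, 3832 with the slide as a random block, 60 with it as a fixed block and 3926 with array weights. After adjustment the methods' t-test called 1 and Welch's t-test 0, against 2233 before it at over 1.2-fold. Leaving out a rat gave 372 (without Sham replicate 1) to 4063 (without TBI replicate 1). For TBI vs. Naïve, normexp gave 40, the percentile over all probes 1838, no filter 667, a GC trend removed 1884, the 2 groups alone 15, a fixed slide block 175 and array weights 2791. The methods' t-test gave 3173 at over 1.2-fold and 1 after adjustment, and Welch's t-test 2347 and 0. Leaving out a rat gave 288 (without Naïve replicate 1) to 2035 (without TBI replicate 1). For Sham vs. Naïve, normexp gave 14, scaling to the control spots 453, the 2 groups alone 301 and a fixed slide block 642. The methods' t-test gave 3631 and after adjustment 0, and Welch's t-test 2580 and 0. Leaving out a rat gave 465 (without Sham replicate 2) to 1488 (without Naïve replicate 2).

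For TBI+JM6 vs. TBI+PMI-006, limma called 0 probes with normexp, under quantile normalization, with the percentile over all probes, with the filter on all 16 arrays, in the matrix, with a GC trend removed and on the 2 groups alone, where 1711, 1640, 1467, 1421, 1841, 1468 and 1970 probes had an unadjusted p under 0.05. It called 9 without a filter, 1 with scaling to the control spots, 10 with a fixed slide block and 674 with array weights. The methods' t-test passed 1553 and Welch's t-test 1031 at over 1.2-fold, and 0 each after adjustment. Leaving out a rat gave 0 (without PMI-006 replicate 1) to 44 (without PMI-006 replicate 3). For TBI+JM6 vs. TBI+E2, limma called 0 with normexp, under quantile normalization and with the filter on all 16 arrays, where 107, 764 and 244 probes had an unadjusted p under 0.05. It called 2 with the percentile over all probes, with a GC trend removed and with scaling to the control spots, 15 in the matrix, 25 without a filter, 1 on the 2 groups alone and 258 with array weights. The methods' t-test passed 620 and Welch's t-test 461, and 0 each after adjustment. Leaving out a rat gave 1 (without E2 replicate 2) to 20 (without JM6 replicate 3).

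The count over 2-fold in TBI vs. Sham was 301 with normexp, 695 with the filter on all 16 arrays, 3088 with the slide as a random block, 1 after adjustment, 3060 and 2230 at over 1.2-fold and 1.5-fold and 3456 without a limit on p, and 582 (without TBI replicate 3) to 2154 (without TBI replicate 1) with a rat left out. The lower limits and the missing limit on p raise it by construction. Probes shared by the drugs numbered 4271 with normexp, 5593 under quantile normalization, 7945 with the percentile over all probes, 7369 with the filter on all 16 arrays, 5195 in the matrix, 8800 with a GC trend removed and 8121 with scaling to the control spots, and 11447 to 14052 with a rat left out. The mean correlation of the drug responses was 0.606, 0.857, 0.876, 0.831 and 0.867 with normexp, under quantile normalization, with the filter on all 16 arrays, in the matrix and without a filter, and 0.890 to 0.925 with a rat left out.

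The mean distance of TBI+JM6 to TBI minus that to Sham arrays was -16.46 with normexp, -22.16 with the percentile over all probes, -15.88 without a filter, -10.38 in the matrix, -20.21 with a GC trend removed and -38.73 with scaling to the control spots. It changed sign with the filter on all 16 arrays (4.56) and with a fixed slide block (6.17), and with a rat left out it was -27.47 (without Sham replicate 2) to 4.34 (without Sham replicate 1). Of the S1 Table genes 25 passed with normexp and 31 with the filter on all 16 arrays, where fewer genes were tested, and 64 to 68 with a rat left out.

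The median log2 fold changes of the calpain, caspase and AMPA receptor genes all changed sign under quantile normalization (-0.18, -0.49 and -0.63), in the matrix (-0.18, -0.45 and -0.21) and with a GC trend removed (-0.28, -0.33 and -0.70). With the percentile over all probes they were 0.056, -0.21 and -0.54, and with scaling to the control spots 0.34, 0.080 and -0.25. With normexp the calpain (0.66) and caspase (0.77) genes were no longer past the threshold. Under camera with an estimated correlation none of the families was, at the same medians of 0.84, 0.58 and 0.25. With a rat left out the medians were 0.71 to 1.05, 0.62 to 0.92 and 0.20 to 0.37.

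Of 59 named genes in TBI+JM6 vs. TBI, over all alternatives, 863 results kept their direction and their side of the threshold, 138 fell short of it, 33 newly passed it and 122 changed direction. Of the 10 named genes in TBI vs. Sham 140 results were kept and 51 fell short, with 0 changes of direction. The filters, the t-tests and limma on the 2 groups alone leave the fold change as it was, so there only the call could change. The 10 genes in TBI vs. Sham were chosen for arrays that do not overlap, so leaving out a rat could not reverse them. Under quantile normalization and in the matrix 27 genes each changed direction in their brightest probe. Of these, 9 have other tested probes, and for 8 of the 9 at least 1 other probe kept the direction under quantile normalization. Gnat1, Capn3 and Casp12 were above background on no TBI array, so for these 3 the values below give no direction. Those outside the protease families were Pik3ca (-0.020 and -0.013), Pik3c2a (-1.19 and -1.06), Pik3r4 (-0.38 and -0.37), Slc2a1 (-0.14 and -0.13), Nr3c1 (-0.24 and -0.23), Egfr (-0.57 and -0.45), Arntl (-0.14 and -0.13), Per2 (-0.57 and -0.53), Slc6a15 (-0.049 and -0.046), Per3 (-0.15 and -0.14), Scn1a (-0.56 and -0.55), Creb1 (-0.17 and -0.13), Gnat1 (-1.005 and -1.48), Ppm1l (-0.35 and -0.31), Itgam (-0.26 and -0.24), Kmo (-0.61 and -0.55) and Ntrk2 (-0.18 and -0.17). Among the calpain and caspase genes they were Capn1 (-0.12 and -0.13), Capn10 (-0.24 and -0.24), Capn2 (-0.18 and -0.18), Capn3 (-0.23 and -0.25), Capn7 (-0.45 and -0.44), Casp12 (-0.57 and -1.14), Casp2 (-0.56 and -0.55), Casp4 (-0.73 and -0.71), Casp6 (-0.013 and -0.026) and Casp8 (-1.21 and -1.03). With the percentile over all probes 19 genes changed direction: Pik3ca (-0.13), Pik3c2a (-0.11), Pik3r4 (-0.32), Slc2a1 (-0.35), Gria2 (-0.12), Arntl (-0.10), Per2 (-0.30), Slc6a15 (-0.088), Per3 (-0.0051), Scn1a (-0.60), Ppm1l (-0.22), Itgam (-0.34), Ntrk2 (-0.35), Capn10 (-0.11), Capn2 (-0.36), Capn7 (-0.50), Casp2 (-0.56), Casp4 (-0.78) and Casp8 (-0.26). With a GC trend removed 22 did: Pik3ca (-0.39), Pik3c2a (-0.20), Pik3r4 (-0.62), Slc2a1 (-0.67), Gria2 (-0.19), Arntl (-0.33), Per2 (-0.39), Slc6a15 (-0.35), Per3 (-0.34), Scn1a (-0.69), Gnat1 (-0.036), Ppm1l (-0.31), Itgam (-0.67), Ntrk2 (-0.61), Capn1 (-0.28), Capn10 (-0.43), Capn2 (-0.59), Capn7 (-0.59), Casp2 (-0.81), Casp4 (-1.03), Casp8 (-0.51) and Casp9 (-0.099). With scaling to the control spots 10 did: Pik3r4 (-0.034), Slc2a1 (-0.065), Per2 (-0.011), Scn1a (-0.32), Itgam (-0.055), Ntrk2 (-0.060), Capn2 (-0.078), Capn7 (-0.22), Casp2 (-0.28) and Casp4 (-0.50). With normexp 5 did: Gria4 (0.086), Grm6 (0.32), Capn6 (0.32), Slitrk6 (0.18) and Cyp2c11 (0.18). Gria3, at 0.00 with the methods' scaling, was at 0.013 with the slide as a random block, and Casp4 was at -0.33 with array weights. With a rat left out, Gria3 was at -0.15 to 0.10, Gria4 at -0.17 to 0.18, Capn6 at -0.44 to 0.027 and Casp4 at -0.24 to 0.17. Bdnf was at 0.36 without JM6 replicate 3 and at 2.18, now called, without JM6 replicate 2.

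With the replicate number as a block, limma called 16104, 12936 and 15510 probes for JM6, PMI-006 and E2 vs. TBI and 1561 for TBI vs. Sham. The numbers do not pair the samples: over 36 pairs of arrays with the same number in different groups, the mean correlation of their residuals was 0.016 (-0.185 to 0.183), against -0.008 for different numbers.

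Signal over background limits what can be said of dim genes. Slc6a4, Capn9, Capn11, Capn13 and Casp14 were too dim to test. With the filter on all 16 arrays, 35 of the 59 named genes in TBI+JM6 vs. TBI and 1 of the 10 in TBI vs. Sham could be tested. All of these kept their side of the threshold. Their direction could not change, because the filter leaves the fold changes as they were.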

Differences from the paper's values

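The paper prints a value of about 3.3 in Fig. 3A, read by eye, beside P35, which is encoded by Cdk5r1, and gives no unit for it. Here the fold change in TBI+JM6 vs. TBI was 8.81, which is 3.14 on the log2 scale, so the 2 values differ only if the paper's is a fold change. With it read as a fold change, of the alternatives chosen before the data were examined, normexp (3.35), quantile normalization (3.62) and the authors' matrix (3.28) were within the limits set for the paper's value. The percentile over all probes (5.1), no filter on dim probes (8.81), limma on the 2 groups only (8.81), the slide as a random block (8.88), the replicate block (8.81), array weights (7.76), the methods' t-test and Welch's t-test (8.81) and each rat left out (7.6 to 10.3) were not.

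The paper states a lower expression of calpain after JM6 treatment. With the methods' scaling 8 of 9 calpain genes were higher, with a median log2 fold change of 0.84. The median was under 0 under quantile normalization (-0.18), in the authors' matrix (-0.18) and with a GC trend removed (-0.28), the last chosen after seeing the values. Capn6 (-1.45) and Capn7 (-0.45) were called lower under quantile normalization.

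Caspase is also stated to be lower. None of the 9 caspase genes was lower with the methods' scaling, with a median of 0.58. The median was under 0 under quantile normalization (-0.49), with the percentile over all probes (-0.21), in the matrix (-0.45) and with a GC trend removed (-0.33), which was chosen after seeing the values. Casp2 (-0.56) was called lower under quantile normalization, while its 2 other probes were at 0.39 and 0.05.

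Fig. 3A draws PI3K as lower. Pik3ca, Pik3c2a and Pik3r4 were higher with the methods' scaling (0.66, 0.68 and 0.47), and they were lower under quantile normalization (-0.02, -1.19 and -0.38), in the matrix (-0.01, -1.06 and -0.37), with the percentile over all probes (-0.13, -0.11 and -0.32) and with a GC trend removed (-0.39, -0.20 and -0.62), which was chosen after seeing the values. These are the brightest probes. Of the 4 other probes of Pik3ca, 3 stayed higher under quantile normalization (0.63, 2.45 and 0.58) and 1 was lower (-0.35).

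AMPA receptors are drawn as higher in Fig. 4C. Of the 4 subunit genes, Gria1 (1.69) and Gria2 (0.67) were higher with the methods' scaling, while Gria3 (0.00) and Gria4 (-0.01) were not. The second probes of Gria2, Gria3 and Gria4 gave 0.50, 2.03 and 1.09, and the mean of all probes of each gene gave a median of 0.78. Under quantile normalization Gria1 (0.87) and Gria2 (0.11) were higher and Gria3 (-0.52) and Gria4 (-0.76) lower, and the second probes gave -0.75, 1.20 and -0.32. With the second probe of Gria2, which has a value on every array, in place of its brightest, the median over the 4 genes was -0.63.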

Other observations

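The tests of the percentile over probes above background, of choroid plexus tissue and of the splits of all 16 arrays and of the 8 arrays of the first session were chosen only after the results were seen. For the scanning session, the value compared was changed from the quantile-normalized to the scaled data, and the verdict left open, after both values had been seen.

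Each drug group differed from TBI rats at many probes, and these comparisons coincide with the scanning session. Of 12057 probes called by limma in all 3 drug groups vs. TBI, 59% were also called in the same direction in all 3 drug groups vs. both Sham and Naïve rats, and under quantile normalization 41% of 2695 were. A difference between the sessions would give such shared calls, and so could a drug effect that is not a return to Sham expression. Session and drug cannot be told apart in these data. A return to Sham expression as the whole cause is argued against by 5852 probes called in TBI+JM6 vs. Sham under quantile normalization, nearly as many as the 6194 called vs. TBI. A partial return stays open. Probe GC content is argued against as the whole cause of the calls in TBI+JM6 vs. TBI, since 93% of 10952 calls with arrays centred on their median were also called in the same direction once a GC trend was removed. Dim probes are argued against as their whole cause, since 63.7% of the 14295 probes above background on all arrays were called, compared with 80.7% of the others. A probe or amplification effect may account for part of the calls: among genes whose 2 brightest probes both changed over 2-fold under quantile normalization, the probes went in opposite directions for 12% of 100 genes in TBI+JM6 vs. TBI and for 2.13% of 94 in TBI vs. Naïve (Fisher's exact test, p = 0.0105).

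In the 10 splits of the 6 TBI+JM6 and TBI arrays, 1, the real one, had as many calls as the 14197 of limma on the 2 groups alone, and likewise 1 of 10 for PMI-006 (11213) and 1 of 10 for TBI vs. Naïve (15). In all 3 comparisons the largest other split had 0 calls. With 10 splits the smallest share is 0.1, so this count alone excludes chance for none of the 3. For the drug groups together it is excluded: of 100 splits of the 16 arrays into 8 and 8, 1, the real one of drug-treated and other rats, had as many calls by limma as the 18631 found (largest other split 13996), and likewise 1 of 100 under quantile normalization (11403, largest other split 874). This real split is also that of the sessions. For TBI vs. Naïve and Sham rats together, chance is excluded for the acute injury list, whose difference of 3.58 was reached in 1 of the 56 splits of the 8 arrays of the first session, the real one (exact p = 0.0179; also 1 of 56 under quantile normalization). In limma on the same 8 arrays 27 probes were called, and 2 of the 56 splits had as many: the real one, and that of both Sham arrays and TBI replicate 1, with 422 calls. Under quantile normalization only the real one did, with 61 calls against 35 at most in the others. In both scalings the share is under 0.05, which argues against chance for the number of calls. It does not exclude chance, since with the methods' scaling a split other than that of injury had far more calls. The splits were also chosen after the results were seen.

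The calls in TBI+JM6 vs. TBI were almost all rises with the methods' scaling. The percentile over probes above background is argued against as the whole cause, since with scaling to the E1A control spots, which leaves this percentile out, 98.46% of 6689 calls were rises. It may account for part of the one-sidedness, since with the percentile over all probes 66.68% of 9987 calls were rises. Quantile normalization and the removal of a GC trend cannot decide this, because they set the median change near 0 by construction. The control spots themselves were higher in the second session.

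In TBI vs. Sham, 60 probes were called with the slide as a fixed block, of which 8 were among the 2166 called without it. Of the 2166, 99.9% kept their direction, the median ratio of the log2 fold changes was 0.88 and that of the standard errors 1.73. The block rests on the 3 Naïve arrays, so a slide effect and a loss of precision cannot be told apart. Injury is the biological difference in the design and stays open.

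The 10 genes of the acute injury list rose in TBI vs. Sham by a median of 2.71 on the log2 scale under quantile normalization, at a median percentile of 99.6 among all probes. In TBI+JM6 vs. Sham they rose by 3.26, and the median share of the TBI change was 1.11 (1.33 with the methods' scaling), with 10 of 10 genes nearer to TBI. A return of these genes to Sham expression is argued against by this share, unless the difference between the sessions happened to offset it gene by gene. In TBI+PMI-006 and TBI+E2 they rose by 2.84 and 3.20.

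Genes of the choroid plexus list varied between rats of one group, by up to 5.19 on the log2 scale in TBI+PMI-006, 3.72 in Sham and 3.46 in Naïve rats. In 43 of 48 cases (89.6%, where chance gives 38.9%) a marker was highest in the rat that the other markers ranked highest. Choroid plexus tissue in some samples may explain this variation. Of the 11 markers 8 were tested, 3 were above background on all arrays and 0 are in another list. Their median was -2.88 in TBI vs. Sham, a fall smaller than the range between the Sham rats, and -2.84, -0.95 and -3.28 in the JM6, PMI-006 and E2 groups vs. Sham. In TBI vs. Sham limma called 0 of them, with 1 at an unadjusted p under 0.05 under quantile normalization and 4 with the methods' scaling. No biological explanation was tested.

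The other lists gave these median log2 differences under quantile normalization, first for TBI and then for TBI+JM6 vs. Sham: microglia 0.52 and 0.10, leukocytes 1.06 and 2.65, astrocytes -0.03 and -0.12, neurons -0.68 and -0.18, oligodendrocytes -0.89 and -0.95, endothelial cells -0.22 and -0.16, red blood cells -0.61 and -1.41, clock genes -0.24 and -0.46, thalamus 0.26 and 1.00, dentate gyrus -0.81 and -0.73, and CA fields -0.54 and -0.25. Immediate early genes were at -1.05 and 0.31, with -1.09, -1.12 and 2.94 in the 3 JM6-treated rats. With the methods' scaling, TBI+JM6 vs. Sham changed sign for astrocytes (0.50), neurons (0.39), endothelial cells (0.70), clock genes (0.51), dentate gyrus (0.41) and CA fields (0.57).

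The mean distance between arrays over the tested probes was 247.1 from TBI+JM6 to TBI, 258.7 to Sham, 272.3 to Naïve and 142 from TBI to Sham. The distance to TBI minus that to Sham was -11.62, and -10.42, -11.77 and -12.68 for the 3 JM6-treated rats. The genes chosen for their measured rise in TBI+JM6 vs. TBI were RT1-CE10 (4.91 on the log2 scale), above background on 1 of the 3 TBI arrays, and Tapbpl, Snrnp70, Ghrhr and Olr178. The last 4 were above background on no TBI array and were at least 7.22-fold, 12.5-fold, 5.65-fold and 7.04-fold higher, bounds by which they cannot be ranked. Those chosen for their measured fall were Vegfb (-4.45), Slitrk6 (-1.30), Bat5 (-1.05), Pla2g12a (-0.92) and Cyp2c11. Vegfb was above background on 1 of the 3 TBI+JM6 arrays and Slitrk6 on 2, so their values rest partly on background signal. Cyp2c11 was above background on no TBI+JM6 array and at least 1.68-fold lower. Over the alternatives the change of Vegfb ranged from -5.67 to -1.43, and its adjusted p reached 0.249.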
